# An Artificial Conversion of Roots into Organs with Shoot Stem Characteristics by Inducing Two Transcription Factors

**DOI:** 10.1016/j.isci.2020.101332

**Published:** 2020-07-14

**Authors:** Shigeru Hanano, Hajime Tomatsu, Ai Ohnishi, Koichi Kobayashi, Yuki Kondo, Shigeyuki Betsuyaku, Eiji Takita, Yoshiyuki Ogata, Keishi Ozawa, Kunihiro Suda, Tsutomu Hosouchi, Takahiro Nagase, Hideyuki Suzuki, Nozomu Sakurai, Hiroshi Masumoto, Hiroo Fukuda, Daisuke Shibata

**Keywords:** Plant Biology, Plant Genetics, Plant Development

## Abstract

Somatic plant cells can regenerate shoots and/or roots or adventitious embryonic calluses, which may induce organ formation under certain conditions. Such regenerations occur via dedifferentiation of somatic cells, induction of organs, and their subsequent outgrowth. Despite recent advances in understanding of plant regeneration, many details of shoot induction remain unclear. Here, we artificially induced shoot stem-like green organs (SSOs) in *Arabidopsis thaliana* roots via simultaneous induction of two transcription factors (TFs), ARABIDOPSIS THALIANA HOMEOBOX PROTEIN 25 (ATHB25, At5g65410) and the B3 family transcription factor REPRODUCTIVE MERISTEM 7 (REM7, At3g18960). The SSOs exhibited negative gravitropism and differentiated vascular bundle phenotypes. The ATHB25/REM7 induced the expression of genes controlling shoot stem characteristics by ectopic expression in roots. Intriguingly, the restoration of root growth was seen in the consecutive and adjacent parts of the SSOs under gene induction conditions. Our findings thus provide insights into the development and regeneration of plant shoot stems.

## Highlights

• Co-induction of ATHB25 and REM7 produces shoot stem-like organs (SSOs) in roots
• SSOs exhibit negative gravitropism and differentiated vascular bundles
• Shoot- and root-specific genes are up- and down-regulated, respectively, in SSOs
• The restoration of normal root growth follows the SSO formation

## Introduction

*De novo* organogenesis, so-called regeneration, is widely conserved in both animals and plants and functions to restore structures or organs damaged or lost by various physical assaults, such as injury, diseases, or attack by predators (Ikeuchi et al., 2016; Pulianmackal et al., 2014). Regenerative capabilities are particularly pronounced in plants, which can repair not only tissues and organs but also regenerate entirely new individual plants from damaged organs. The regeneration of organs is an essential step in biotechnological breeding and plant transformation protocols (Motte et al., 2014). In the initial process of regeneration, a pluripotent cell mass, termed a callus, is dedifferentiated from somatic cells, and the callus then induces formation of shoots and other organs upon treatment with certain phytohormones (Pulianmackal et al., 2014; Skoog and Miller, 1957). Recent studies have reported that callus formation resembles lateral root development processes, suggesting that root stem cell regulators induce callus regenerative to shoot initials (Ikeuchi et al., 2016; Sugimoto et al., 2010). However, details of the genetic background of shoot stem induction following callus formation remain largely unknown. Findings resulting from aberrant phenotypic phenomena generated by genetic manipulation could provide breakthroughs in understanding the genetic background of shoot stem formation, as reported regarding the molecular genetics of development of other organs. Here, we report the shoot stem induction activated by two transcription factors (TFs) expressed around the shoot apical meristems (SAMs) under normal growth conditions and subsequent restoration of root growth in the consecutive and adjacent parts of the shoot stem-like organs (SSOs) even under the conditions of the gene activation.

## Results

### Simultaneous Induction of ATHB25 and REM7 Generates Shoot Stem-like Green Organs

We selected 21 genes putatively encoding Arabidopsis TFs as candidate inducers of shoot stem formation, based on our hypothesis that such factors display SAM-specific expression (see Supplemental Information and Figures S1A–S1C, Table S1) (Doerner, 2003). We obtained nine full-length cDNAs from these candidates from the RIKEN BioResource Center (www.brc.riken.jp) (Seki et al., 2004) (Table S1, Figures S1A–S1C). These nine cDNAs were inserted between a chemically inducible promoter *Lex*A and terminator *hsp18.2* connected tandemly in the pDONR-based vector (Accession Number: LC217877) using the PRESSO method (Takita et al., 2013) and then transferred into the binary vector pGW501 (see Supplemental Information, Table S2). The gene construct was introduced into Arabidopsis plants, and expression of the genes was simultaneously induced in the roots of young seedlings using a ß-estradiol-mediated induction system (Zuo et al., 2000).

Plants harboring the nine-TF-cDNA construct exhibited upward-elongated root caps following exposure to inductive conditions, and then the direction of root extension returned downward (Figures S1D and S1E). In the parts of roots exhibiting upside-down extension, greening tissues were observed several days later. These experiments showed that co-induction of the nine TF cDNAs induced the formation of abnormal green corpulence organs in parts of the main and lateral roots. Interestingly, the newly appeared organs exhibited a negative gravitropism phenotype characteristic of shoot stems and hypocotyls. Based on phenotypic similarity to shoots, we designated these organs “shoot stem-like green organs” (SSOs). During induction, SSO formation appeared to occur at the newly generated organs from the root apical and lateral meristems (root meristems [RMs]) around the root caps. To determine which of nine candidate genes was essential for SSO formation, we prepared various constructs combining each gene and introduced them into Arabidopsis. Expression of the introduced genes was then induced in the transgenic plants (Supplemental Information and Figures S2A–S2D, Table S3). We found that simultaneous induction of two TFs, ATHB25 (*At5g65410*) (Bueso et al., 2014) and REM7 (*At3g18960*) (Mantegazza et al., 2014), led to SSO formation in Arabidopsis roots (Figure 1).

**Figure 1:**
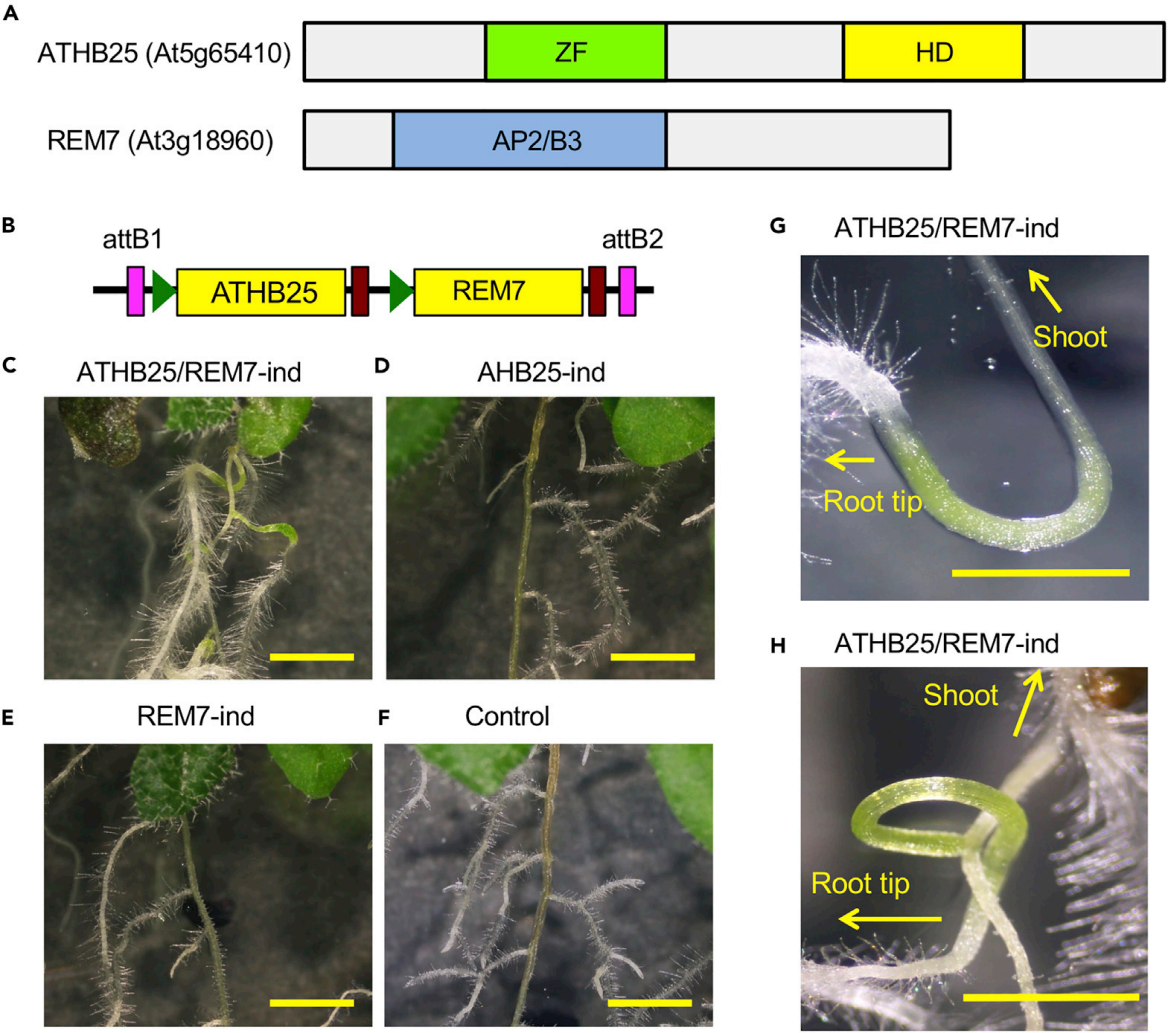
Simultaneous Induction of ATHB25 and REM7 Generates Shoot Stem-like Green Organs (SSOs) (A) Gene structures of *ATHB25* (*At5g65410*) and *REM7* (*At3g18960*). ZF, C2H2-type zinc finger domain; HD, homeodomain; and AP2/B3, AP2/B3-like DNA binding domain. (B) A construct for simultaneous induction of ATHB25 and REM7 (ATHB25/REM7-ind). Green triangles, yellow boxes, and brown boxes represent the XVE operator, coding regions, and terminator, respectively. Pink boxes indicate attB1 and attB2 sequences for Gateway cloning. (C–F) The roots of the ATHB25/REM7-ind (C), ATHB25-ind (D), REM7-ind (E), and the control (F) plants in 12 days after the induction. (G and H) SSOs formed in the main (G) and lateral (H) roots of the ATHB25/REM7-ind plant in 12 days after the induction. Scale bars are 2 mm (C–F) and 1 mm (G and H). See also Figures S1–S5.

SSOs formed in the proximal regions of each lateral root and on the nascent part of the main root (in this text we represent the status of gene induction with “-ind” after the gene name, such as “ATHB25/REM7-ind”) only when both ATHB25 and REM7 were simultaneously induced (Figures 1C, 1G, and 1H: Figures S3–S5). The SSOs lacked root hairs in the epidermis. The width of SSO was more than twice the root of control plants (Figure S5B). ATHB25/REM7-ind plants exhibited a negative gravitropism response in the parts of roots, in which SSOs were generated (Figures 1G and 1H: Figures S3 and S4). ATHB25/REM7-ind plants also exhibited slight dwarfism with anthocyanin accumulation in the shoots (Figure S3, and S5C–S5F). In contrast, single-gene induction of either *ATHB25* or *REM7* (ATHB25-ind or REM7-ind, respectively) caused no obvious alteration in the visible phenotypes (Figures 1D–1F: Figures S5A and S5C–S5F). Thus, these results indicate that both ATHB25 and REM7 are sufficient to induce SSO formation in roots.

The ATHB25/REM7 plants that once formed SSOs restored normal roots in the consecutive and adjacent parts of the SSOs (Figure 1). The restoration of root growth appeared 3 days after the induction (Figure S4). The aberrant gravitropism in the root tips was observed within 3–4 days after the chemical induction, and the root hairs that indicate normal root growth increased at the same time in the adjacent parts of the immature SSOs displaying abnormal gravitropism (Figure 5A: Figure S4). The upside of the quiescent center (QC) in the root cap exhibited subtle hypertrophy (Figure S4D). This result shows that the normal root formation happens immediately after the SSO formation.

### Chlorophyll Content in Roots and the Cytokinin Effects on the SSOs

Characterization of color pigments indicated that the greening SSOs contained chlorophyll (both *a* and *b* types), as expected (Figure 2A). As the phytohormone cytokinin is generally known to enhance greening in plants (Kobayashi et al., 2012), we treated ATHB25-ind, REM7-ind, and ATHB25/REM7-ind plants with the cytokinin 6-benzylamino purine (BA) during induction (Figures 2B and 2D: Figures S5A, S5C–S5F, S6A, and S6B). As observed in the ATHB25/REM7-ind plants, the cytokinin also enhanced root greening in the single-TF ATHB25-ind plants (Figure 2B: Figures S6A and S6B) but not REM7-ind plants. As shown in Figure 2B, ATHB25 alone can stimulate SSO formation after cytokinin application, whereas REM7 cannot (Figures S5A, S6A, and S6B). Thus, the cytokinin application may bypass the function of REM7. However, the cytokinin application enhanced the greening of the ATHB25/REM7-ind plants to a much greater extent than that of the single-TF ATHB25-ind plants (Figures 2B and 2C: Figures S5A, S6A, and S6B). The cytokinin signals had additional effects on the greening in the ATHB25/REM7-ind, suggesting that the cytokinin still retains the common roles in chlorophyll biosynthesis (Kobayashi et al., 2012). Further analyses of the interaction between the phytohormones and ATHB25/REM7-ind will provide aspects on the chlorophyll biosynthesis. Our results suggest that the ATHB25 is a major regulator of root greening and that REM7 enhances the function of ATHB25.

**Figure 2:**
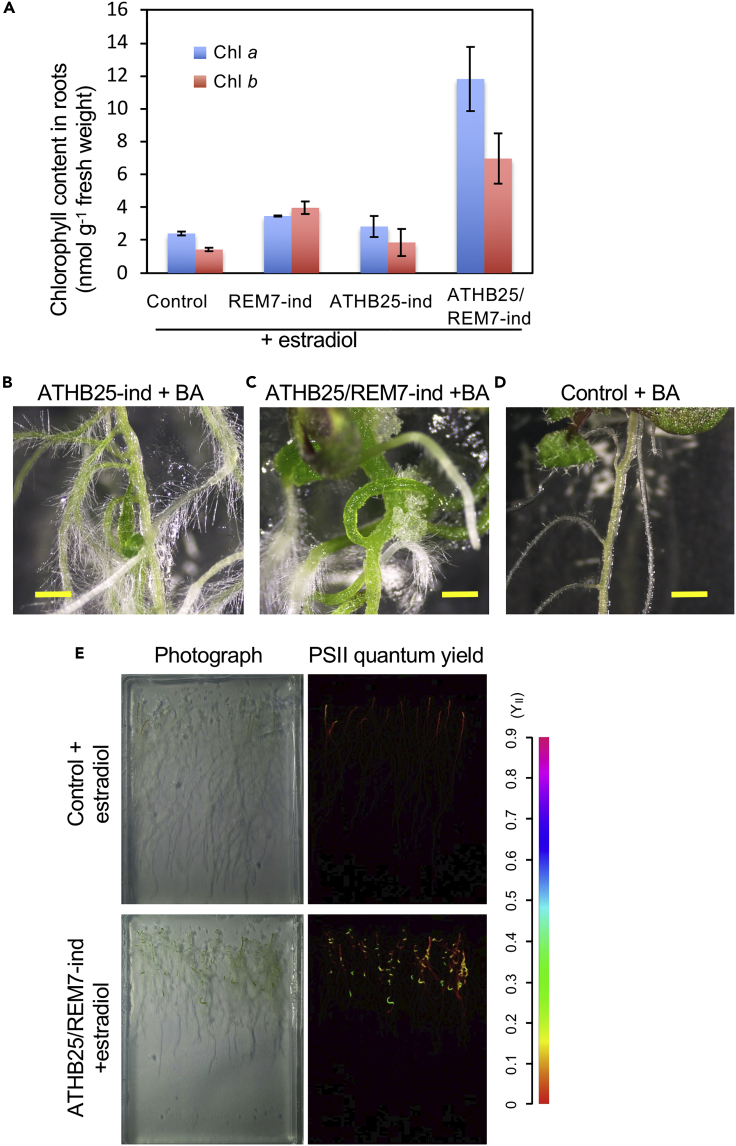
Chlorophyll Content in Roots and the Cytokinin Effects on the SSOs (A) Chlorophyll content in roots. Data are represented as mean ± SEM. (B–D) Cytokinin (BA) enhances greening in the roots of ATHB25-ind (B), ATHB25/REM7-ind (C), and control plants (D) in 12 days after the induction. Scale bars are 1 mm (B–D). (E) Chlorophyll fluorescence kinetics in the roots of control (upper panel) and ATHB25/REM7-ind plants (lower panel). The bright-field image (left panels) and PSII quantum yields (right panels) are shown. The color scale is shown to the right of the panels. See also Figures S6 and S7.

The root greening phenotype encouraged us to investigate the developmental phase of plastids in the SSOs and to measure their photosynthetic activity. In pulse amplitude modulated (PAM) measurement (Kobayashi et al., 2017), SSO plastids exhibited greater efficiency of light utilization (ΦII) for a given amount of light than plastids in control roots, with a lower thermal dissipation of excess light energy (ΦNPQ) (Figures 2E and S7). The high ΦII in SSO plastids was attributed to high qP, suggesting that the PSII reaction center is in an “open” state in comparison with that of the control. The photosynthetic activity of SSO plastids was similar to that of leaves. Our results thus indicated that SSO plastids function as photosynthetic organelles.

### SSOs Develop Stem-like Vascular Structures

We also investigated the structure of the vascular bundles of SSOs in the ATHB25/REM7-ind plants. Histologic assays revealed vascular enlargement and structural alterations in the SSOs (Figure 3). The number of xylem cells, particularly protoxylem cells, was higher, and the xylem cells in the vascular bundles of the SSOs were enlarged (Figures 3D, 3F, and 3G), as compared with the root of normal (control) plants (Figures 3A–3C and 3E). The enlargement of vascular bundles of the SSOs was also confirmed by observing the expansion of expression of the pro-cambium and cambium marker gene *WOX4* (Hirakawa et al., 2010) in the SSOs (Figures 3I and 3J: Figure S8B). The cortex cells of the SSOs were rounded and greater in number (Figures 3D, 3F, and 3H: Figure S8B). Interestingly, fluorescence imaging revealed chloroplasts inside the vascular bundles of SSOs (Figure 3K). Chloroplasts are not normally present in the vascular bundles of the hypocotyl or other shoot-type organs but sometimes observed in the inside of endodermis in the root (Kobayashi et al., 2012), suggesting that the SSOs partially retained root characteristics. In contrast, induction of single-TF ATHB25-ind and REM7-ind plants did not affect the vascular bundle structure (Figure S8A). Thus, both ATHB25 and REM7 are necessary for the vascular bundle phenotype of the SSOs with ectopic chloroplast development.

**Figure 3:**
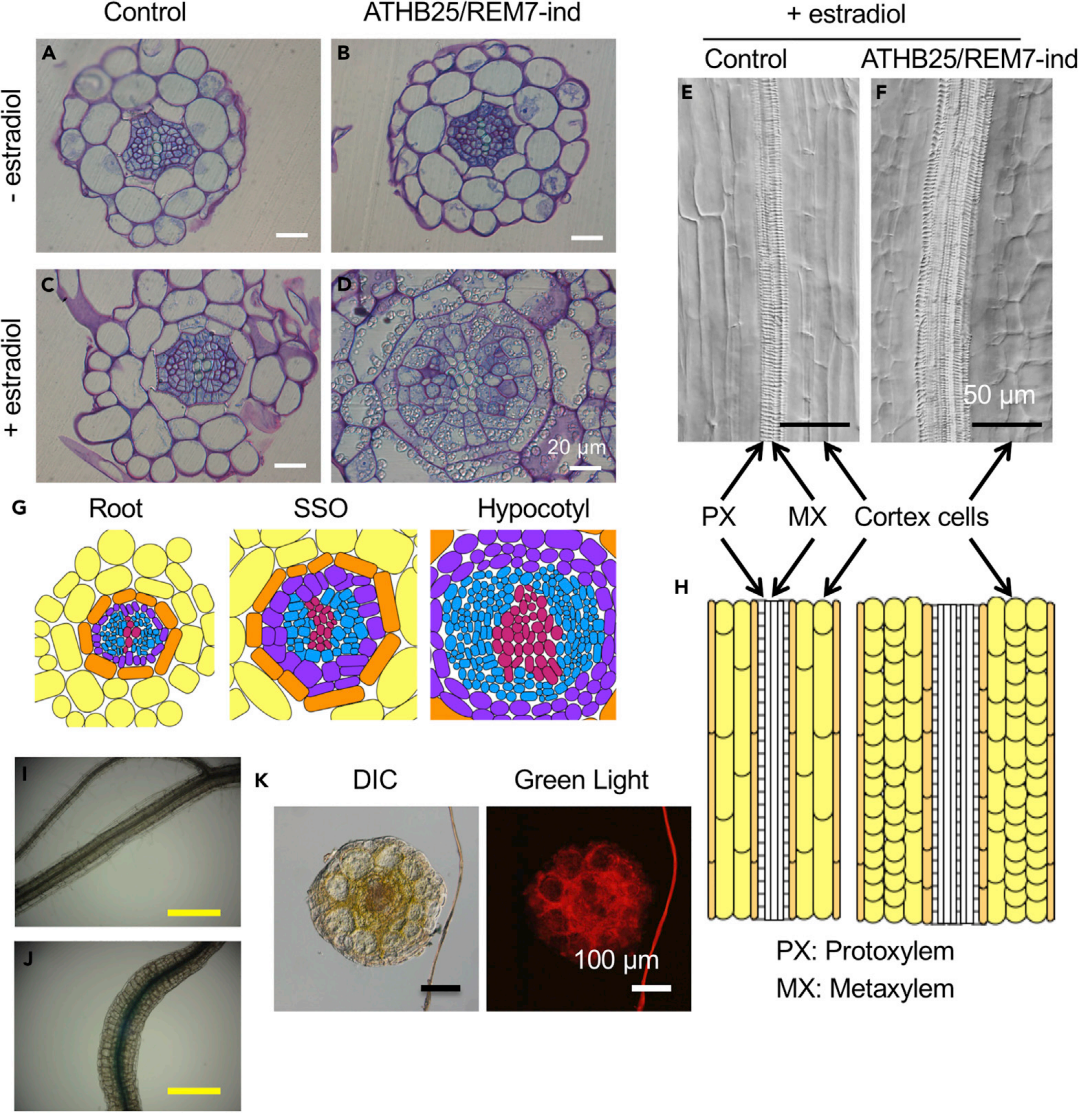
SSOs Develop Stem-like Vascular Structures (A–F) Images of sections from SSOs without (A and B) or with (C–F) estradiol treatment: cross (A–D) and vertical (E and F) sections of the root of control (A, C, and E) and ATHB25/REM7-ind plants (B, D, and F). PX, protoxylem; MX, metaxylem. (G and H) Typical schematic diagrams of the cross (G) and vertical (H) sections. The colors on the cross-sections (G) indicate xylem (pink), phloem (blue), pericycle (purple), endodermis (orange), and cortex (yellow). (I and J) WOX4:GUS expression in the root without (I) and with (J) the estradiol treatment. (K) DIC (differential interference contrast) (left) and auto-fluorescence (right) images of a cross section of an SSO indicating the distribution of chlorophyll inside the vascular tissues. Scale bars are 20 μm (A–D); 50 μm (E and F); 250 μm (I and J); and 100 μm (K). See also Figure S8.

### Downstream Genes Regulated by ATHB25 and REM7

The genes *ATHB25* and *REM7* encode a zinc-finger homeodomain protein and AP2/B3 transcription factor, respectively, and thus probably mediate transcriptional control of downstream genes. We used DNA microarrays to characterize gene expression in the SSOs by monitoring transcripts in the roots of control, ATHB25-ind, REM7-ind, and ATHB25/REM7-ind plants (Figure 4: Figure S9). 

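Labelled RNA from roots of control, ISH1, ISH2 and ATHB25/REM7-ind plants, each grown with and without estradiol, was hybridized to 24 one-colour Agilent arrays, 3 per group. The labels of the deposited arrays call the plants with a single inducible gene ISH1 and ISH2 without saying which of the genes each carries, so these names are kept here. The labels give a dose of 5 µM estradiol, and an age of 15 days with transfer to the plates after 8 days. The authors deposited the scanner's processed signal of every probe, which is an intensity corrected for background by the scanner software. For each array, log2 of this signal minus its 75th percentile was taken, as the paper's methods describe, and values below are on this scale. Between 76.9% and 84.8% of the probes were well above background on each array, except for the ISH1 array without estradiol of replicate 1, where 90.9% were. Through the accession of each probe, 34348 of 43603 probes matched a gene of the reference table, and the others kept the name that the array gives them. With a probe well above background on all arrays of at least 1 group, 22280 matched genes and 5535 such names were tested with limma, and all 27815 are called genes here. The arrays lay on 6 slides, and each slide held all 4 lines of a single treatment and replicate. A response to estradiol is therefore a difference between slides, whereas a difference between lines in that response lies within slides. Each line had its own position on every slide, so line and position cannot be told apart within a treatment, whereas a constant effect of position cancels in the response to estradiol. With 3 arrays per group, their number limits the precision.
The induced genes were read first. ATHB25 (AT5G65410) was at 4.24 ± 0.11 (SD, n = 3) with estradiol and at −0.64 ± 0.52 (SD, n = 3) without it in ATHB25/REM7-ind plants, a log2 fold change of 4.89 (standard error 0.36, adjusted p = 9.93e-10 from limma with Benjamini-Hochberg adjustment). In the ISH1 plants its log2 fold change was 9.69 (adjusted p = 1.09e-13). Its probe was not well above background on any control array without estradiol, and against these arrays it was at least 219-fold higher in ATHB25/REM7-ind plants without estradiol. This limit sets the mean of the brighter group against the lowest signal that was well above background on each array of the dimmer group. Where the probe's own value was higher, that value was used. The lowest signal was taken over all probes of an array and is not a detection limit of the probe itself, so such folds are approximate bounds. REM7 (AT3G18960) rose by a log2 fold change of 6.11 in the ISH2 plants (adjusted p = 1.11e-09) and of 2.67 in the ISH1 plants, where the replicates with estradiol had an SD of 1.41. In ATHB25/REM7-ind plants REM7 was at 4.66 ± 0.07 (SD, n = 3) with estradiol and at 4.56 ± 0.06 (SD, n = 3) without it, a log2 fold change of 0.10 (standard error 0.41, adjusted p = 0.848), and without estradiol it was 73.6-fold above the control plants. The other REM7 probe gave a log2 fold change of 0.07 in these plants. By RT-qPCR, the paper reports expression of both genes in its inducible plants, with values from a typical line (Figure S2D).

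**Figure D1:**
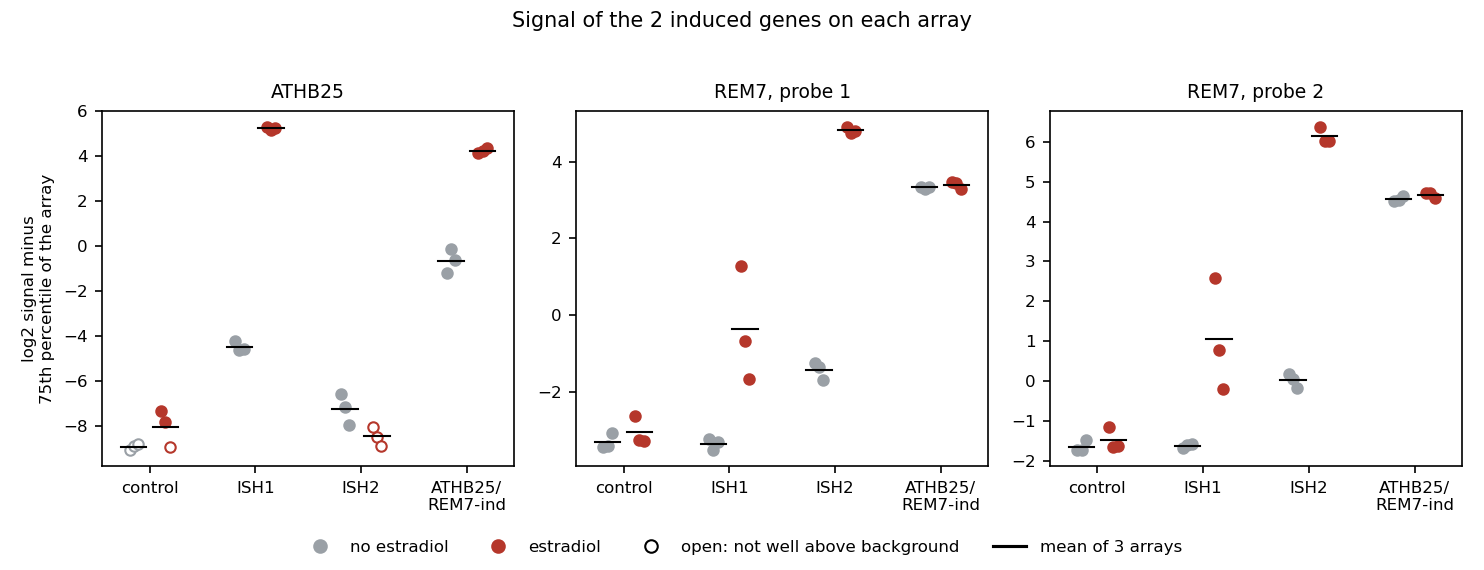
Signal of the ATHB25 probe and of both REM7 probes on each array, as log2 minus the 75th percentile of the array, for the control, ISH1, ISH2 and ATHB25/REM7-ind plants with and without estradiol; bars are means of 3 arrays and open points were not well above background. ATHB25 lies at 4.24 with and −0.64 without estradiol in ATHB25/REM7-ind plants, and REM7 at 4.66 and 4.56.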

In ATHB25-ind, REM7-ind, and ATHB25/REM7-ind plants, 612, 138, and 663 genes, respectively, were up-regulated at least 10-fold, and 34, 36, and 137 genes, respectively, were down-regulated at least 10-fold (Figure 4A, Data S1). 

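From the deposited arrays, 739 genes were up-regulated and 195 were down-regulated at least 10-fold by estradiol in ATHB25/REM7-ind plants. The ISH1 plants had 676 up-regulated and 32 down-regulated genes and the ISH2 plants 146 and 42, whereas the control plants had 0 and 1. A gene was counted when any of its probes reached this difference between the means of the 3 arrays with and the 3 without estradiol, and had signal well above background on all 3 arrays of at least 1 of these groups. No test enters these counts. When a probe well above background on all 6 arrays was required, ATHB25/REM7-ind plants had 357 up-regulated and 86 down-regulated genes. The up-regulated genes of ATHB25/REM7-ind plants moved most when only probes well above background on all 24 arrays were used, which left 249 of them. Leaving out a single array moved the down-regulated genes of the ISH1 plants to between 18 and 77, the lowest without replicate 1 and the highest without replicate 3 of the ISH1 arrays without estradiol. The fold changes of Data S1 for ATHB25/REM7-ind plants lay within 10% of those computed here for 634 of the 635 genes compared. The sheet for ATHB25-ind plants lay within 10% of the ISH1 plants for 515 of 516 genes and of the ISH2 plants for 5, and the sheet for REM7-ind plants lay within 10% of the ISH2 plants for 142 of 142 genes and of the ISH1 plants for 6. These genes are not replicates, and the comparison only describes which arrays give the published values.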

A total of 371 genes up-regulated at least 10-fold and 125 genes down-regulated at least 10-fold were expressed specifically in the ATHB25/REM7-ind plants (Figures 4A and 4B). 

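Of the genes changed at least 10-fold in ATHB25/REM7-ind plants, 426 up-regulated and 183 down-regulated genes did not reach 10-fold in the same direction in the ISH1 or the ISH2 plants. Missing the threshold in a single line is not by itself a difference between lines, so the difference in response was tested with limma. Among the 426 up-regulated genes, 367 (86.2%) rose more in ATHB25/REM7-ind plants than in each of the single lines, and among the 183 down-regulated genes, 130 (71.0%) fell more than in each of them. These genes were chosen on the same arrays by a larger change in ATHB25/REM7-ind plants, which favours such a difference. The shares are therefore not independent evidence. Dim signals also enter them, as only 357 of all 739 up-regulated genes had a probe well above background on all 6 arrays. A rise of at least 5-fold in a single line was present for 72 of the 426 genes and a rise of at least 2-fold for 220. A fall of at least 2-fold in a single line was present for 96 of the 183 genes. Normexp background correction, an alternative chosen after seeing which signal columns the files hold, left 151 and 59 genes.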

The expression patterns of the genes specifically regulated in the transgenic plants were shown in Figure 4B. 

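By the probe that stood for each gene, the largest increase among the genes specific to ATHB25/REM7-ind plants was that of AT2G27385, with a log2 fold change of 10.69 (standard error 0.46, adjusted p = 9.73e-13), against −0.77 in the ISH1 and 0.63 in the ISH2 plants. PDF1.2 (AT5G44420) was not well above background on the arrays without estradiol and was at least 234-fold higher with it. ABCG19 (AT3G55130) rose by 10.19 in ATHB25/REM7-ind plants, but it also rose by 7.56 in the ISH1 and 7.90 in the ISH2 plants. Among the down-regulated genes, SESA5 (AT5G54740) was not well above background with estradiol and was at least 71.2-fold lower than without it; without estradiol, SESA5 was at −2.85 ± 1.76 (SD, n = 3) and had signal well above background on all 3 arrays, which it had on none of the control arrays. GSTF14 (AT1G49860) fell by 7.53 on the log2 scale in ATHB25/REM7-ind plants, fell by 2.57 in the ISH1 plants and fell by 2.24 in the ISH2 plants.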

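Of all genes up-regulated at least 10-fold in ATHB25/REM7-ind plants, 57.6% reached the threshold in these plants alone, and 93.8% of the down-regulated genes did. Among the genes up-regulated at least 10-fold in any of the 3 transgenic lines, 37.5% were specific to ATHB25/REM7-ind plants, and among the down-regulated genes 72.6% were. Over the alternatives that keep this definition, the omission of single arrays of any of the 3 lines included, the share of the genes in ATHB25/REM7-ind plants ranged from 53.2% to 59.97% for up-regulated and from 92.0% to 98.3% for down-regulated genes, the last under normexp background correction. When only genes whose response differed from both single lines by limma were counted, the shares were 52.5% and 67.7%.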

Approximately 70% of the genes up-regulated at least 10-fold and more than 90% of the genes down-regulated at least 10-fold were specific in ATHB25/REM7-ind plants (Figure 4B). It is noteworthy that the low overlap between mis-regulated genes in the single and double gene inductions might depend on the indirect effects, because the samples were harvested in a week after the induction. These results thus suggest that ATHB25 and REM7 co-mediate the expression of various genes that govern SSO formation (see also the Supplemental Information, Table S4).

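The up-regulated genes overlapped mostly with those of the ISH1 plants. At least 10-fold up-regulation was shared with the ISH1 plants alone for 242 genes, with the ISH2 plants alone for 4 and with both for 67, whereas 321 genes reached it in the ISH1 plants alone and 29 in the ISH2 plants alone. Of the down-regulated genes, 3 were shared with the ISH1 plants alone, 5 with the ISH2 plants alone and 4 with both. Across all genes tested, the log2 fold changes of ATHB25/REM7-ind plants had a Pearson correlation of 0.589 with those of the ISH1 plants and 0.246 with those of the ISH2 plants, which describes these arrays because genes are not independent replicates. The lines share slides within a treatment, and the correlation with the control plants was 0.119.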

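Over all genes tested, limma called 8788 genes higher and 9174 lower with estradiol in ATHB25/REM7-ind plants at an adjusted p below 0.05. The counts were 7319 and 10137 in the ISH1 plants, 7596 and 6095 in the ISH2 plants, and 1986 and 2183 in the control plants. The response to estradiol differed from that of the control plants for 14489 genes in ATHB25/REM7-ind plants, 13413 in the ISH1 plants and 5907 in the ISH2 plants. With the added requirement of at least a 2-fold change, which moved these counts most, 5049, 3316 and 1371 genes differed. For 11659 genes, the response of ATHB25/REM7-ind plants differed from the sum of the responses of the ISH1 and ISH2 plants, each taken relative to the control plants. It was above that sum for 5604 genes and below it for 6055. The REM7 probes did not rise with estradiol in ATHB25/REM7-ind plants, so this contrast compares plants that differ in their REM7 level before induction as well. From the number of genes changed in ATHB25/REM7-ind plants and not in the single lines (Figure 4A and 4B), the paper proposes that both transcription factors act together on the genes that lead to shoot stem-like organs.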

**Figure 4:**
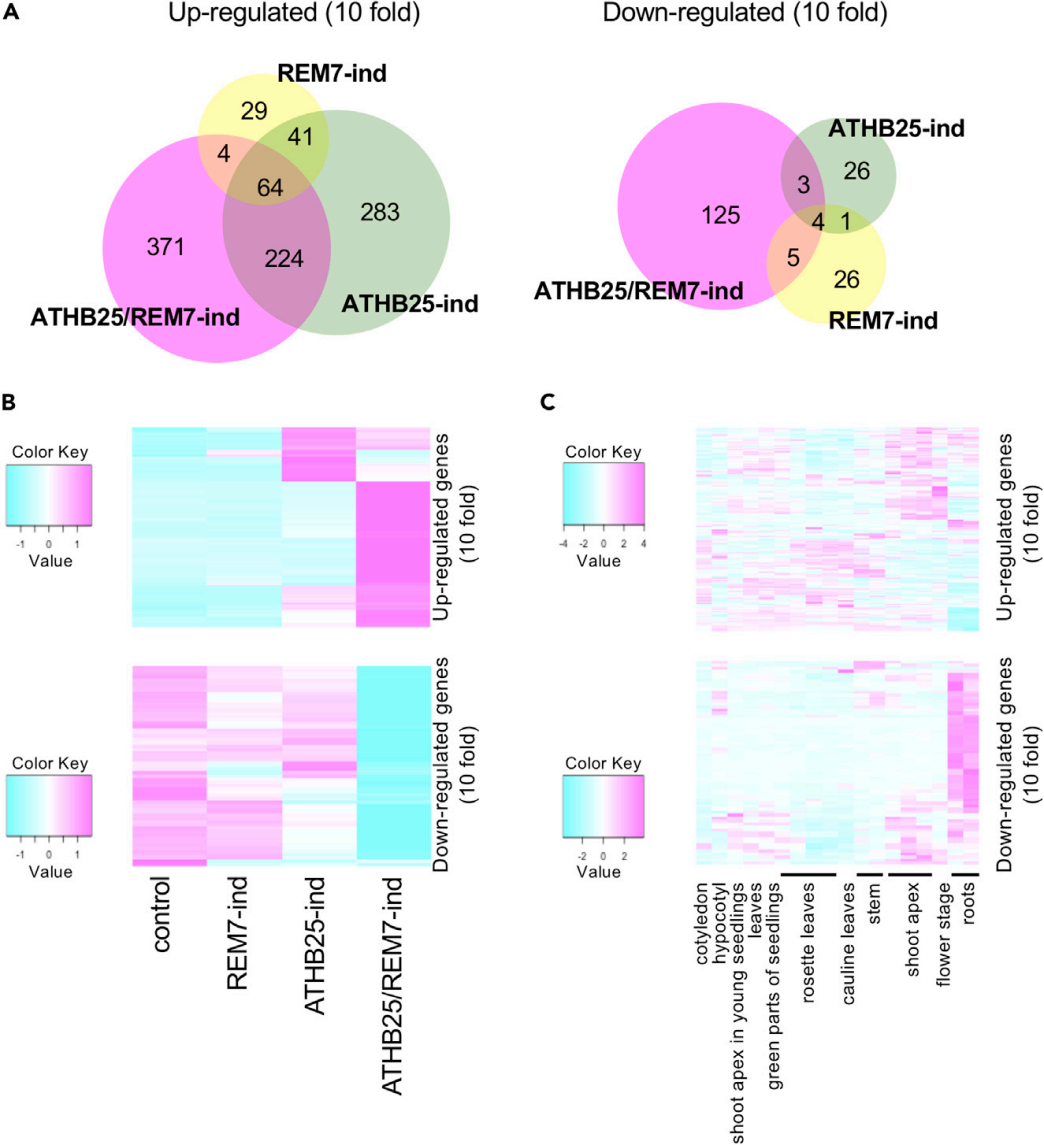
Downstream Genes Regulated by ATHB25 and REM7 (A) Numbers of 10-fold up- or down-regulated genes in ATHB25-ind, REM7-ind, and ATHB25/REM7-ind plants. (B) Expression patterns of 10-fold up- or down-regulated genes in ATHB25-ind, REM7-ind, and ATHB25/REM7-ind plants. (C) Tissue-specific expression of the genes regulated in ATHB25/REM7-ind plants. The color scale represents the expression levels. See also Figure S9.

The genes up-regulated in the ATHB25/REM7-ind plants are expressed primarily in various shoot-derived organs in wild-type plants, whereas the down-regulated genes are expressed in the roots of wild-type plants (Figure 4C). Induction of both ATHB25 and REM7 promoted the expression of various SAM-specific genes that play critical roles in the formation and maintenance of the SAM, such as *CUP-SHAPED COTYLEDON* (*CUC*) (Aida et al., 1997), *WUSCHEL* (*WUS*) (Laux et al., 1996), *SHOOT MERISTEMLESS* (*STM*) (Endrizzi et al., 1996), and *AGAMOUS-LIKE 15* (*AGL15*) (Perry et al., 1999) (Figure S9B). These results suggest that the roots are converted to SSOs via the induction of SAM-specific genes such as *CUC* and *WUS*. 

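CUC1 (AT3G15170) rose from −4.87 ± 0.07 (SD, n = 3) to −2.24 ± 0.09 (SD, n = 3) with estradiol in ATHB25/REM7-ind plants, a log2 fold change of 2.63 (standard error 0.09, adjusted p = 3.66e-14). It did not change in the ISH1 plants (0.02, adjusted p = 0.823) and fell by 0.78 in the ISH2 plants. CUC3 (AT1G76420) rose by 1.74 (adjusted p = 5.01e-09) in ATHB25/REM7-ind plants, whereas it fell by 1.39 in the ISH1 and by 1.14 in the ISH2 plants, and its response differed between ATHB25/REM7-ind plants and each single line (adjusted p = 7.44e-10 and 1.22e-09). These falls of CUC3, and that of CUC1 in the ISH2 plants, were no longer called under normexp background correction. CUC2 (AT5G53950) was measured on all 24 arrays by its brighter probe and did not change in ATHB25/REM7-ind plants (log2 fold change −0.03, standard error 0.19, adjusted p = 0.918). WUS (AT2G17950) was not well above background on any array without estradiol and was at least 41.1-fold higher with estradiol in ATHB25/REM7-ind plants and at least 6.79-fold higher in the ISH1 plants. With estradiol WUS was at −3.37 ± 0.34 (SD, n = 3) in ATHB25/REM7-ind plants and at −5.69 ± 0.16 (SD, n = 3) in the ISH1 plants. The difference of 2.32 between these levels was called by limma (standard error 0.76, adjusted p = 0.0143), in a comparison chosen after the values were seen. The difference in response is not given, because the values without estradiol lay below background. STM (AT1G62360) was well above background on all 3 arrays with estradiol and on 1 of the 3 arrays without it in ATHB25/REM7-ind plants, with a log2 fold change of 2.51 (standard error 0.39, adjusted p = 1.98e-05). Under normexp background correction its log2 fold change was 0.74 and it was not called. AGL15 (AT5G13790) was 2.47-fold higher with estradiol (standard error of the log2 fold change 0.12, adjusted p = 1.89e-08) in ATHB25/REM7-ind plants and was not called in any other line. The control plants showed no called change in these 6 genes, apart from CUC3 in a fit of the control arrays alone.

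**Figure D2:**
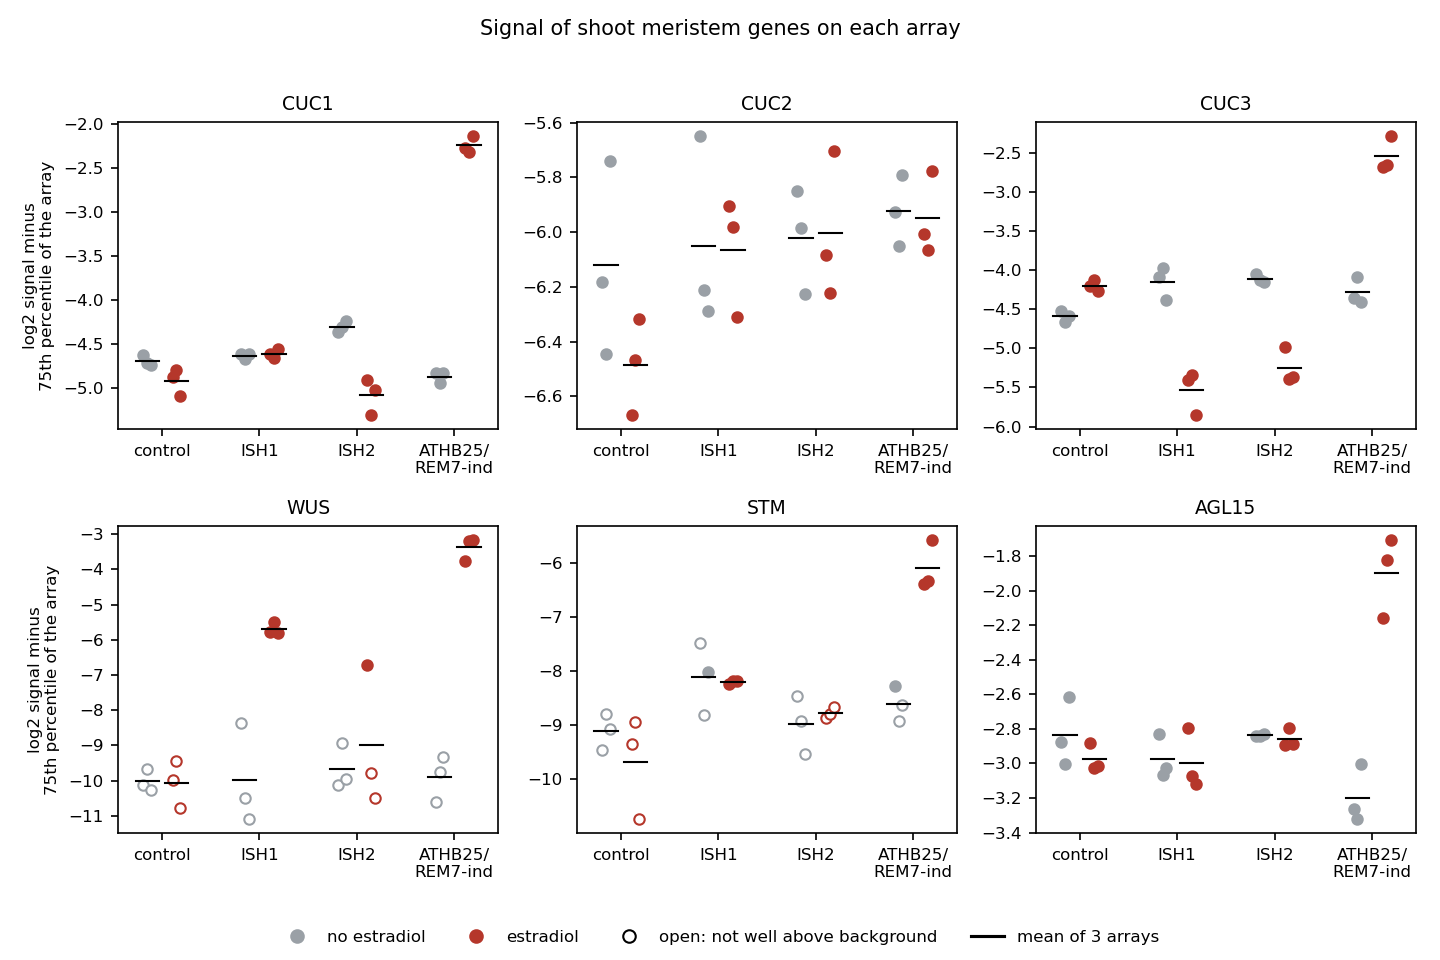
Signal of CUC1, CUC2, CUC3, WUS, STM and AGL15 on each array, as log2 minus the 75th percentile of the array, for the 4 lines with and without estradiol; bars are means of 3 arrays and open points were not well above background. CUC1 lies at −2.24 with and −4.87 without estradiol in ATHB25/REM7-ind plants, and CUC2 does not change.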

The polycomb group protein *FERTILIZATION-INDEPENDENT ENDOSPERM* (*FIE*) and chromatin remodeling factor *PICKLE* (*PKL*), which maintain the transcriptionally repressed state of homeotic genes (Ogas et al., 1999; Ohad et al., 1999), were also upregulated in the SSOs, suggesting that chromatin remodeling contributes to the SSO formation. In contrast, co-induction of ATHB25 and REM7 led to repress expression of *LATERAL SUPPRESSOR* (*LAS*) (also known as *SCARECROW-LIKE 18* [*SCL18*]) (Raman et al., 2008), *LOB-DOMAIN CONTAINING PROTEIN 18* and *29* (*LBD18*, *LBD29*) (Fan et al., 2012; Xu et al., 2018), *KIP-RELATED PROTEIN 3* (*KRP3*) (also known as INHIBITOR/INTERACTOR WITH *CYCLIN-DEPENDENT KINASE INHIBITOR* [*ICK6*]) (Jun et al., 2013), and *PLETHORA1* (*PLT1*) (Santuari et al., 2016) (Figure S9B). These genes mediate the initiation of axillary meristems and lateral root formation as well as callus induction, inhibit cell division, and establish stem cells in the quiescent center. 

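FIE (AT3G20740) was at −0.20 ± 0.04 (SD, n = 3) with estradiol and at −0.29 ± 0.01 (SD, n = 3) without it in ATHB25/REM7-ind plants, a log2 fold change of 0.09 that limma did not call (standard error 0.07, adjusted p = 0.247), although all 3 arrays with estradiol were above all 3 without it. The change of FIE was 0.16 in the ISH1 plants (adjusted p = 0.0469) and 0.30 in the ISH2 plants (adjusted p = 0.00106), but the former was not called after quantile normalization, under normexp background correction, without the filter on dim probes, with the replicate number as a block, or when any single ISH1 array or the 2 control arrays with contradictory labels were left out, and the latter was not called in a fit of the ISH2 arrays alone. PKL (AT2G25170) had a log2 fold change of 0.18 in ATHB25/REM7-ind plants (standard error 0.07, adjusted p = 0.0333), and all 3 arrays with estradiol were above all 3 without it. This response did not differ from that of the control plants (adjusted p = 0.402), and leaving out any 1 of 5 of the 6 arrays took PKL above an adjusted p of 0.05, as did normexp background correction. For neither gene did the response in ATHB25/REM7-ind plants differ from that in the single lines.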

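LBD29 (AT3G58190) fell by 3.51 on the log2 scale in ATHB25/REM7-ind plants (standard error 0.14, adjusted p = 4.46e-13), and fell by 0.98 in the ISH1 and by 0.86 in the ISH2 plants. LAS (AT1G55580) fell by 1.33 (standard error 0.11, adjusted p = 7.74e-09) in ATHB25/REM7-ind plants and by 1.01 and 0.92 in the ISH1 and ISH2 plants, and its response differed from that of the ISH2 plants (adjusted p = 0.0405) but not from that of the ISH1 plants (adjusted p = 0.116). KRP3 (AT5G48820) fell by 0.55 (adjusted p = 3.00e-07) and LBD18 (AT2G45420) by 0.45 in ATHB25/REM7-ind plants, whereas neither was called lower in the single lines, where KRP3 rose by 0.16 in the ISH2 plants (adjusted p = 0.0340). This rise was not called under normexp background correction, in a fit of the ISH2 arrays alone, or without replicate 2 with, replicate 3 with or replicate 3 without estradiol, and LBD18 was called higher in the ISH1 plants without replicate 1 without estradiol and in the ISH2 plants without replicate 3 with estradiol. After quantile normalization KRP3 fell by 0.20 in the ISH1 plants and was called. Under normexp background correction, LBD18 in ATHB25/REM7-ind plants and the falls of LAS and LBD29 in the single lines were not called. PLT1 (AT3G20840) had a log2 fold change of −0.16 in ATHB25/REM7-ind plants that limma did not call (standard error 0.09, adjusted p = 0.132). It was called with a change of −0.25 after quantile normalization and of −0.28 without replicate 3 of the arrays with estradiol. In the ISH1 plants PLT1 fell by 0.51 (adjusted p = 1.21e-04), which was not called under normexp background correction.

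**Figure D3:**
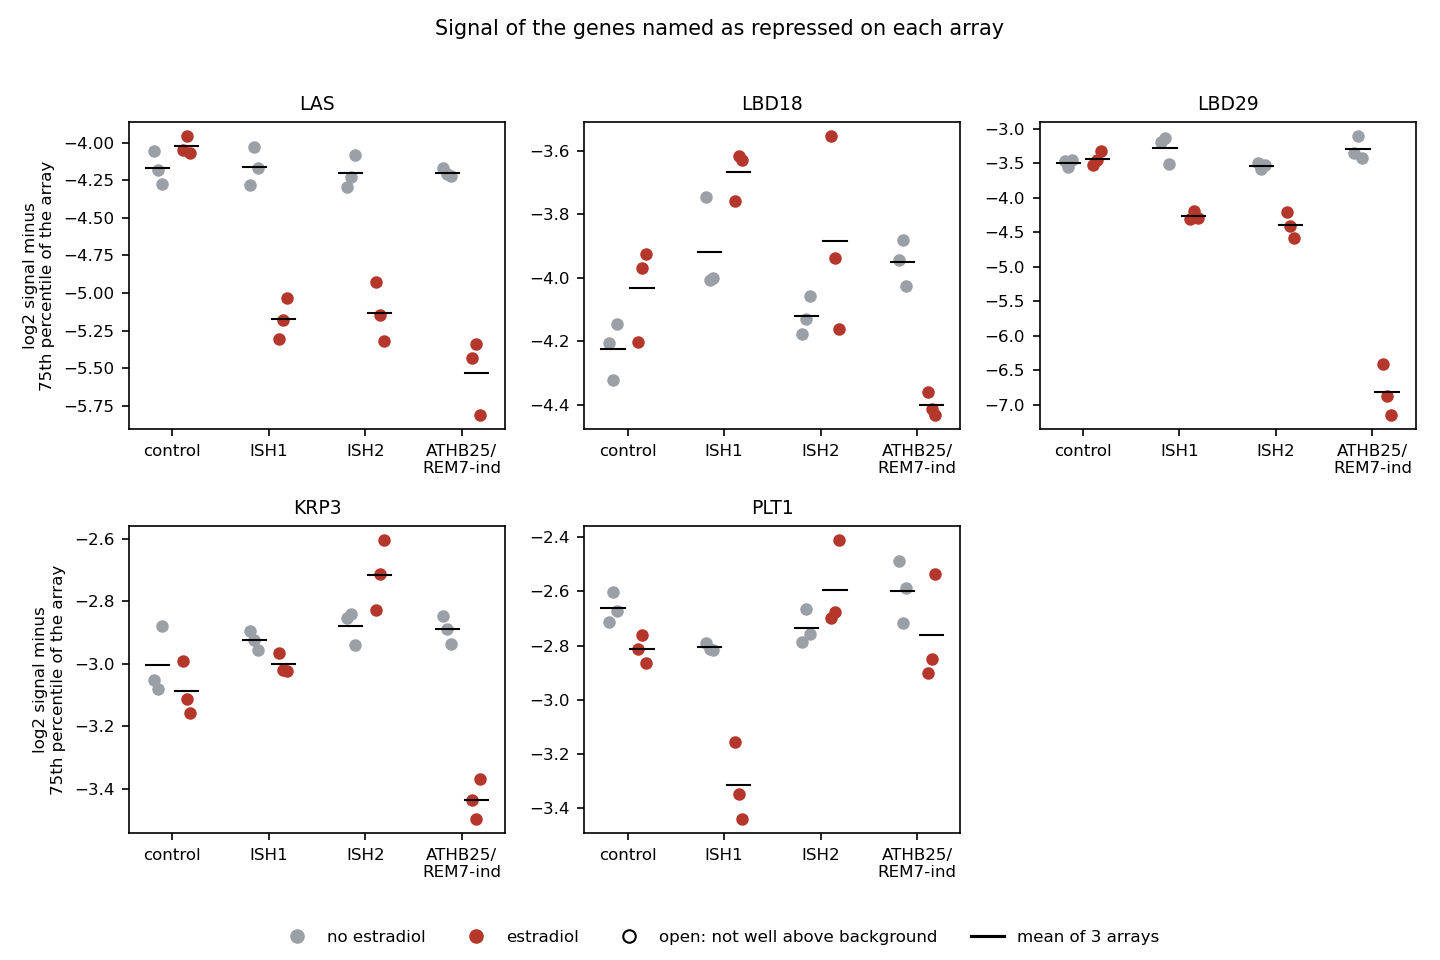
Signal of LAS, LBD18, LBD29, KRP3 and PLT1 on each array, as log2 minus the 75th percentile of the array, for the 4 lines with and without estradiol; bars are means of 3 arrays. Of these genes LBD29 changed most in ATHB25/REM7-ind plants, by −3.51, and PLT1 least, by −0.16.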

ATHB25/REM7 induction might disrupt the maintenance and development of stem cells in apical and lateral roots that overcome repression of shoot formation in roots.

### ATHB25/REM7-ind Induces *CUC2* and *WUS* Gene Expressions

To investigate spatiotemporal expression of the up-regulated genes *CUC* and *WUS*, we introduced the *pCUC2*:*VENUS* (Heisler et al., 2005) and *pWUS*:*dsRed* (Reddy and Meyerowitz, 2005) reporter genes into the ATHB25/REM7-ind plants and observed these gene expressions spatiotemporally (Figure 5: Figure S10). The expression of *CUC2* gene, which is required for embryonic apical meristem formation, was observed in the whole roots especially in the nascent regions (elongation zone) generated from the RMs after the estradiol induction (Figure 5A: Figure S10), in addition to the regions around the apical meristems of shoot and main and lateral roots, where the *CUC2* expression was normally expressed (Figure 5B: Figure S10) (Smit et al., 2020). The *WUS* expression was observed in nascent regions and root cap on day 3 and later after the induction (Figures 5C–5E: Figures S10 and S11). Previously it has been reported that the cytokinin following the auxin treatment is also known to generate shoot-like organs in the roots (Rosspopoff et al., 2017). During this pre-existing root-to-shoot conversion, the expressions of *CUC2* and *WUS* genes were induced in the lateral root primordia (LRP) (Figure S12). Although the nascent pattern of *CUC2* gene expression was similar in both root-to-shoot conversions, the *CUC2* and *WUS* expression during the SSO formation displayed more broad patterns, in comparison with the reprogramming with phytohormones that activated both *CUC2* and *WUS* genes in the LRP (Figure 5). The expressions of *CUC* and *WUS* partially, but not always, overlapped during the SSO formation (Figure 5C: Figure S11). In the root cap, the *WUS* is expressed specifically at columella and lateral root cap, whereas *CUC* is at vascular and the root cap (Figure 5D: Figure S11). The expression patterns of the *WUS* differed from those induced by cytokinin (Figure S12) (Rosspopoff et al., 2017). These results show that the expressions of *CUC2* and *WUS* genes are ectopic in the SSO. This disorder of the *CUC2* and *WUS* expression might relate to the unusual localization of chloroplasts in the vascular bundles of the SSO region, which are not normally present in the vascular bundles of wild-type Arabidopsis shoot-type organs.

**Figure 5:**
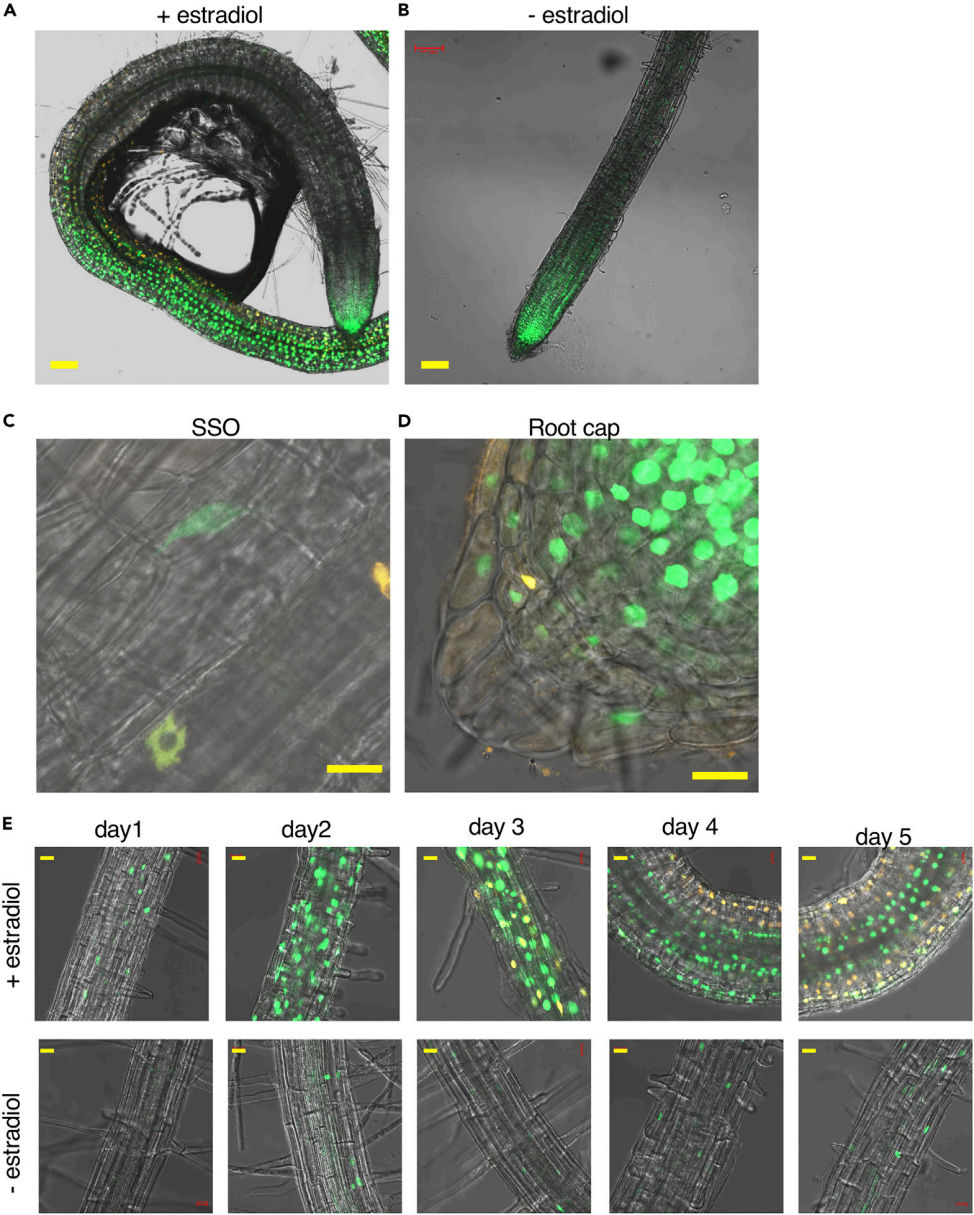
ATHB25/REM7-ind Induces *CUC2* and *WUS* Gene Expressions The *CUC2* and *WUS* gene expressions in the root of ATHB25/REM7 seedlings harboring *pCUC2*:*VENUS* (green) and *pWUS*:*dsRed* (orange) during the SSO induction with or without the estradiol. The overlap in both gene expression (yellow). (A and B) Microscopic images in 4 days after the estradiol treatment (A) and the control without the estradiol (B). (C and D) Microscopic images of the nascent region (SSOs) (C) and root cap (D) in 5 days after the estradiol treatment. (E) Time-series images during the SSO induction. Scale bars: 100 μm (A and B) and 20 μm (C–E). See also Figures S10–S12.

### Constitutive Overexpression ATHB25/REM7-ox Has Unseparated Cotyledons and Restored Roots with Aberrant Gravitropism

We generated plants that constitutively overproduced ATHB25 or REM7 (ATHB25-ox and REM7-ox, respectively). Neither single ATHB25- or REM7-overexpressing plants displayed visible aberrant phenotypes (data not shown). However, when we crossed ATHB25-ox with REM7-ox, some of F1 progeny (ATHB25/REM7-ox) influenced ordinal shoot formation during the early stages of development (Figure 6). After germination of the progeny seeds, the ATHB25/REM7-ox cotyledons were unseparated (Figures 6C–6H). Following the initial stage, the ATHB25/REM7-ind plants developed unhealthy shoots, grew poorly, and died, even though some plants exhibited dwarf leaves (Figures 6C, 6E, and 6H), indicating that the SAM is not completely damaged to prevent from leaf development. The ATHB25/REM7-ox exhibited aberrant gravitropism and subtle greening, followed by normal root development (Figures 6B–6G). These results confirm that the restoration of root after the SSO formation induced by the estradiol method is not the result of a depletion of estradiol during plant growth but is a developmental process.

**Figure 6:**
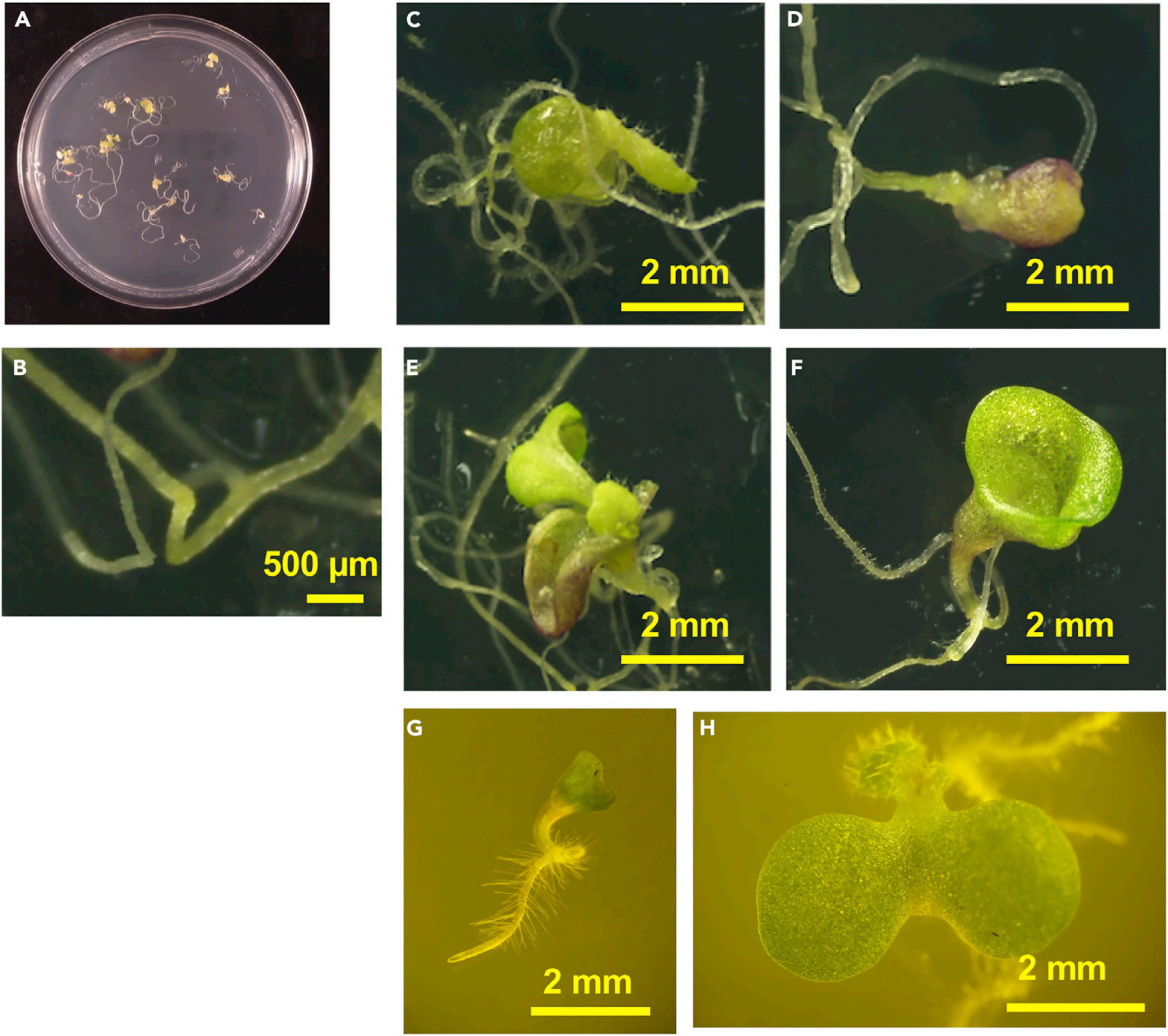
Constitutive Overexpression ATHB25/REM7-ox Has Unseparated Cotyledons and Restored Roots with Aberrant Gravitropism (A–H) The ATHB25/REM7-ox F1 plant. (A) The ATHB25/REM7-ox F1 plants were germinated on the 9-cm plates. (B) The root of the ATHB25/REM-ox F1 plants. (C–H) Phenotypic variation of the ATHB25/REM-ox F1 plants. Scale bars are 0.5 mm (B); 2 mm (C–H). See also Figure S13.

The transfer DNA (T-DNA) tagged lines of ATHB25 or REM7 and the double mutants prepared from the T-DNA tagged lines exhibited no obvious changes in phenotypes (see Supplemental Information and Figure S13). As both *ATHB25* and *REM7* genes are members of the ZINC FINGER HOMEODOMAIN (ZHD) and REM (REPRODUCTIVE MERISTEM) families, respectively, some of these paralogs may mask the phenotypes of *athb25*/*rem7* double mutants.

In addition to the loss- and gain-of-function experiments, we carried out GUS reporter assays of these genes (see Supplemental Information and Figure S13). *ATHB25* was not only expressed around the SAMs but also at the border and boundary domains between organs, where the vascular cells divided, and *REM7* was expressed in the veins of leaves around the SAM of seedlings and mature plants (Figure S13). We also observed no physical interaction between the ATHB25 and REM7 proteins based on yeast two-hybrid assays (Figure S13). These data suggest that the TFs ATHB25 and REM7 are part of a complex process in which the factors localize separately in distinct cells or paralogs localize closely in the same cells or adjacent cells to mediate shoot stem development.

## Discussion

Here we demonstrated the artificial formation of SSOs in roots by simultaneous induction of two TFs, ATHB25 and REM7, in which a synthetic biological approach for gain of function was taken to find the combination of the two genes. SSOs are differentiated organs that exhibit negative gravitropism and vascular structures that are unique in shoot stems and hypocotyls but not in roots (Figures 1 and 3). The SSOs have chloroplasts exhibiting photosynthetic activity similar to that of leaves (Figures 1 and 2). Co-induction of ATHB25 and REM7 induces the expression of shoot-specific genes but suppresses that of root-specific genes (Figure 4). These results indicate that the simultaneous induction of these TFs mimics major shoot stem characteristics in the roots. Intriguingly, ATHB25/REM7-ind plants that once formed the SSOs restore normal root growth in the consecutive and adjacent parts of the SSOs even under the conditions of the ATHB25/REM7 induction (Figures 1 and 5). The restoration of root development is also observed in the ATHB25/REM7-ox that expressed the TFs constitutively (Figure 6). Thus, this synthetic biological approach induces shoot stem characteristics in the root without dedifferentiation and subsequently restores root growth.

Our results suggest that ATHB25 and REM7 play multiple roles in the establishment of shoot stem characteristics in roots. Up-regulation of these TFs induced expression of the *CUC*, *WUS*, and *STM* genes (Figures 4 and 5), which function as fate determinants in the apical meristem (Aida et al., 1997; Endrizzi et al., 1996; Gallois et al., 2002, 2004; Laux et al., 1996; Mayer et al., 1998), and repressed the expressions of genes such as *LAS*/*SCL18*, *LBD18*/*29*, *KRP3*/*ICK6*, and *PLT1* (Figure S9B), which are involved in the initiation of axillary meristems, establishment of stem cells in the quiescent center, lateral root formation, and negative regulation of cell division (Fan et al., 2012; Jun et al., 2013; Raman et al., 2008; Santuari et al., 2016; Xu et al., 2018). The induction of shoot stem characteristics in roots differs from the dedifferentiation that occurs when the SAM-identity gene *WUS* is ectopically expressed in roots (Gallois et al., 2002, 2004). As apparent dedifferentiation was not observed during the SSO formation period, formation of the artificial organ is likely to be induced in the somatic organs newly generated from the RM (Figures 1 and 5). The *CUC2* and *WUS* genes that play critical roles in the SAM formation were induced in the elongation zone, whereas the induction of the *WUS* expression was not detected in the RMs themselves (Figure 5: Figures S10 and S11). As the key regulator genes *CUC2* and *WUS* were induced in the ATHB25/REM7-ind, the ATHB25 and REM7 are likely to be involved in the formation of the SAM intermediates or differentiation of shoot stems in the elongation zone. Although the phytohormone cytokinin was reported to induce the conversion from the lateral root primordia (LRP) into the shoots in the previous studies (Rosspopoff et al., 2017), SSO initiation in ATHB25/REM7-ind did not require the phytohormones. Spatiotemporal patterns of the *WUS* expression in the SSO differ from those in the lateral root primordia formed by the phytohormone treatments, in which WUS is expressed at the apical stem cell (Figure 5: Figures S10–S12). Collectively, our results showed that SSO formation differs from any pre-existing reprogramming via apparent dedifferentiation or the LRP with phytohormones. We hypothesize that these TFs alter the function of the somatic cells to direct their fate toward differentiation of shoot stems.

Root development was restored after SSO formation (Figure 1), not due to the depletion of the gene inducer β-estradiol. We showed that the restoration of root growth begins at least day 3 (Figure S4), although the induction of GUS gene on the estradiol plate was kept for 12 days (data not shown). The ATHB25/REM7-ox also exhibited the negative gravitropism and subtle greening in the adjacent zone of the hypocotyl and normal growth (Figure 6), confirming that the restoration of root growth is a developmental process even under the action of the ATHB25/REM7. The elongation zone is converted to the organs with shoot stem characteristics by ectopic induction of the two TF genes, and the developed organs might restore the root development. In contrast to the previous reports in that the RMs were converted into the organs with shoot characteristics (Gallois et al., 2004; Ikeda et al., 2009; Ikeuchi et al., 2016; Rosspopoff et al., 2017), the RM state is retained in the root cap during the SSO formation. The two TFs seem to induce shoot stem characteristics directly from the somatic cells rather than from the SAMs that were converted from the RMs. Our hypothesis is that cells with shoot stem characteristics are generated in the elongation zone adjacent to the quiescent center cell of the RM (Figure 5), and the organs with shoot stem characteristics induced the activities of RMs adjacent to the SSOs. Future study is needed to understand the molecular mechanisms underlying the SSO formation.

It is noteworthy that the *WUS* expression is found in the SSOs (Figure 5), although it is confined in the SAM in the wild-type (Heisler et al., 2005), and the expressions of *WUS* and *CUC* are not always overlapped in the SSO (Figure 5). Dedifferentiation occurs when the *WUS* gene is ectopically expressed in roots (Gallois et al., 2004; Ikeda et al., 2009), but no dedifferentiation is apparent when the *WUS* expression is induced in the SSOs. The inconsistency might be explained by the lack of ectopic expression of the *WUS* in the meristematic cells even when the ATHB25/REM7 is activated, as the *WUS* functions in meristems (Gallois et al., 2004). It was also inconsistent with the previous reports describing that overexpression or ectopic induction of the *CUC* genes (*CUC*-ox) deepened serration of cotyledon and leaf margins but did not exhibit the *cuc*-like phenotypes (Li et al., 2020; Nikovics et al., 2006; Takada et al., 2001), that the ATHB25/REM7-ox F1 plants display the unseparated cotyledon as seen in the phenotype of the *cuc* mutant (Aida et al., 1997). It seems that the ATHB25/REM7 acts not only on the expression of the *CUC* genes and subsequent expression of *WUS* but also on an unknown function that works to maintain the SAM properly. Although microarray data showed that the STM was induced at the later stage of SSO formation in the ATHB25/REM7-ind, spatiotemporal induction of STM gene was not observed in the SSOs within 5 days after the induction (data not shown). These results suggest that the ATHB25/REM7 action is sufficient to induce the SSOs from the RMs but not enough to generate the SAM identity, by which the polarity of *WUS* and *CUC* expression is disturbed in the SSOs.

Although we did not conduct further analyses of inherent functions of ATHB25 and REM7 in apical meristems, our study of T-DNA tag lines, yeast two-hybrid assays, and GUS reporter assays of these genes provides data regarding their functions and will be useful in future studies on the molecular mechanisms of the establishment of shoot stem characteristics in Arabidopsis (see the Supplemental Information: Figure S13).

In conclusion, although recent studies of plant regeneration have revealed many aspects of the dedifferentiation processes that lead to the formation of calluses and adventitious embryos in roots (Gallois et al., 2004; Ikeuchi et al., 2015; Iwase et al., 2017; Waki et al., 2011), researches of artificial induction of shoot stem without dedifferentiation are limited to date. Our findings suggest that the TFs ATHB25 and REM7 change the fates of the elongation zone adjacent to the RMs to develop shoot stem characteristics without apparent dedifferentiation. The SSO formation seems to occur in the somatic cells but not in the RMs themselves (differentiation zone). The elongation zone without meristems may explain why ATHB25/REM7-ind induced the organs with shoot-stem characteristics instead of the SAMs, which might be converted from the root meristems (Rosspopoff et al., 2017). Intriguingly, a subsequent restoration of root growth occurs in the consecutive and adjacent parts of the SSOs even under the conditions of the gene activation. Revealing the details of the processes by which artificial organs such as SSOs develop will accelerate research aimed at fully elucidating the mechanisms of plant development and regeneration, particularly in the emerging field of synthetic biology (Benning and Sweetlove, 2016; Nemhauser and Torii, 2016).

### Limitations of the Study

The synthetic biological approach to induce the SSO in the roots by the combined action of ATHB25 and REM7 does not, of necessity, affirm that the combination works in the wild-type plant; that is the limitation of such approach. However, it suggests that such combined protein function induces the stem at the SAM in the wild-type. The present study did not provide clear evidence of the same spatiotemporal location of these gene expressions in the wild-type. As these genes have paralogous genes on the genome, future research will clarify a genuine set of genes that are involved in the stem induction.

Whether the inductions of the SAM identity genes, *CUC1*/*CUC2*, *WUS*, and *STM*, by the combined action of ATHB25 and REM7 are independent of the SSO formation in the roots or not remains to be elucidated. The inductions of the SAM identity genes in the SSO are aberrant as they, except *CUC1*/*CUC2*, are expressed strictly at the SAM but not in shoots in the wild-type plants. The present study showed no visible induction of *WUS* and *STM* near the RM or the zone of cell division at the early stage of the activation of ATHB25 and REM7, although the zone of cell division region exhibited slight corpulent cells. Analyses of the histological changes at the zone of cell division after the activation of ATHB25 and REM7 will address the question in future research.

The penetration of the chemical inducer from the surface of the roots also complicates this discussion. Further studies such as a single cell induction of these TFs will aid our understanding of this phenomenon in more detail.

### Resource Availability

#### Lead Contact

Further information and requests for resources and reagents should be direct to and will be fulfilled by the Lead Contact, Shigeru Hanano ().

#### Materials Availability

This study did not generate new unique reagents.

#### Data and Code Availability

The nucleotide sequences of the vectors reported in this paper have been submitted to the DNA Data Bank of Japan (DDBJ) under accession numbers GenBank: LC217876 and LC217877. The microarray experiment data described in this publication have been deposited in the NCBI's Gene Expression Omnibus and is accessible through the GEO Series accession number GEO accession: GSE105401.

## Methods

All methods can be found in the accompanying Transparent Methods supplemental file.

# Supplementary material for: An Artificial Conversion of Roots into Organs with Shoot Stem Characteristics by Inducing Two Transcription Factors
**Source:** iScience. 2020 Jul 14;23(7):101332. doi: 10.1016/j.isci.2020.101332
**Supplement:** Document S1. Transparent Methods, Figures S1–S13, and Tables S1–S4

## **Supplemental Information**

### **An Artificial Conversion of Roots into Organs with Shoot Stem Characteristics by Inducing Two Transcription Factors**

**Shigeru Hanano, Hajime Tomatsu, Ai Ohnishi, Koichi Kobayashi, Yuki Kondo, Shigeyuki Betsuyaku, Eiji Takita, Yoshiyuki Ogata, Keishi Ozawa, Kunihiro Suda, Tsutomu Hosouchi, Takahiro Nagase, Hideyuki Suzuki, Nozomu Sakurai, Hiroshi Masumoto, Hiroo Fukuda, and Daisuke Shibata**

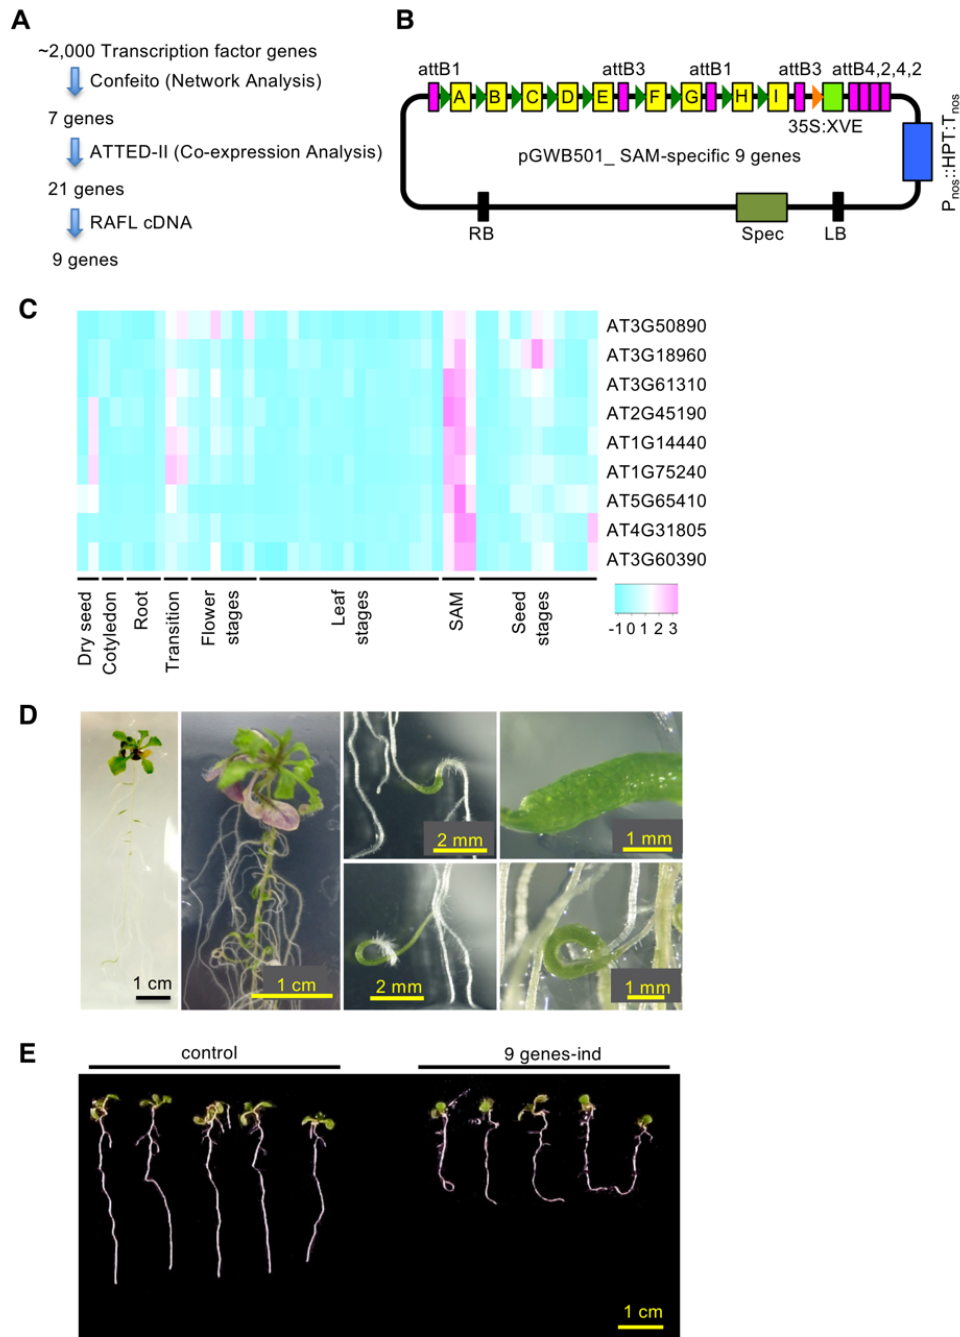

**Figure S1. Selection and cloning of nine genes encoding the SAM-specific TFs, Related to Figure 1.**

(A) The selection scheme for the SAM-specific TFs. (B) The plasmid for the SAM-specific-gene induction is represented. These cloned cDNAs are represented as yellow boxes with the following letters, A to I (Table S1). Three sets of ligated cassettes, set A, set B and set C (Table S1: Figure S2C), were cloned into *attB* sites (pink boxes). Each cDNA was driven by a Lex A operator (green triangles) and was assumed to be inducible with estradiol treatment. (C) The tissue-specific expression of the genes used for the constructs is shown as a heat-map. The map was drawn based on the public array data for Arabidopsis development (accession no. E-TABM-17). (D) Phenotypes of the plants co-expressing nine cDNAs that encode SAM-specific TFs. The transgenic plants were treated with 5  $\mu$ M 17- $\beta$ -estradiol for three weeks. (E) The gravitropism of the transgenic plants expressing nine cDNAs under XVE-operator control; control (left) and transgenic plants (right: 9 genes-ind). These plants were treated with 1  $\mu$ M 17- $\beta$ -estradiol for four days. Scale bar = 1 cm.

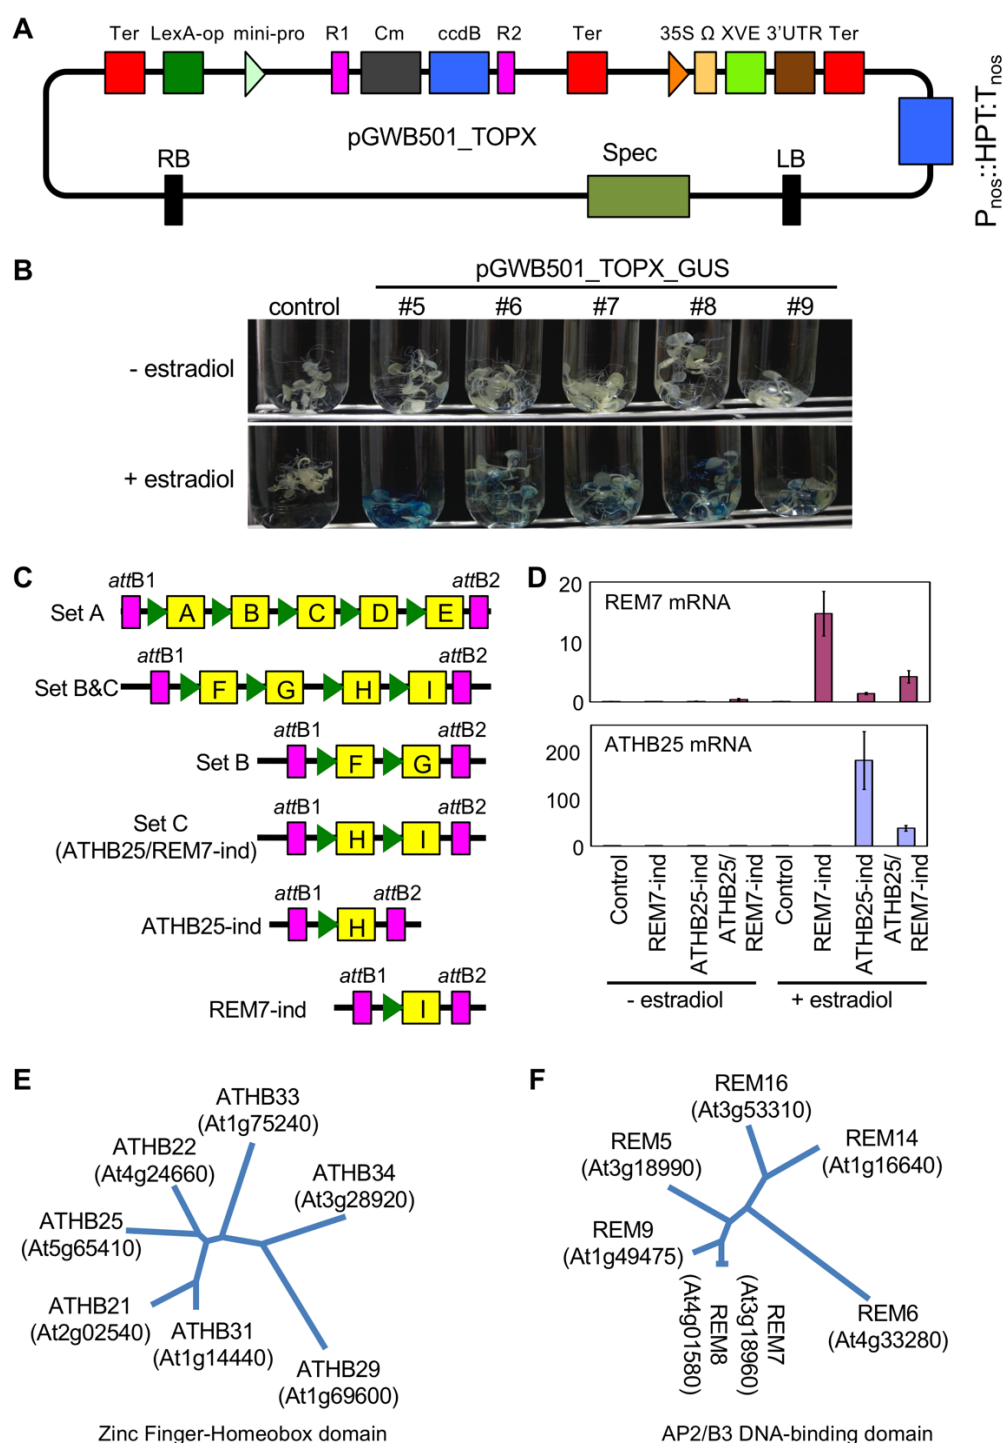

**Figure S2. Construction of the chemically inducible vector and chemical induction of ATHB25 and REM7, Related to Figure 1.** (A) The estradiol-inducible Gateway vector, pGWB501\_TOPX constructed in this study. (B) Estradiol induction using the pGWB501\_TOPX vector. (C) Constructs for the evaluation of the nine gene combination. Each set A, set B and set C were cloned in the PRESSO method and then ligated in the Multiple Gateway Cloning (Table S1: Figure S1B). (D) ATHB25 and REM7 gene expressions were confirmed in the inducible transgenic plants (REM7-ind, ATHB25-ind, and ATHB25/REM7-ind). Here, we show the relative values of expression of ATHB25 and REM7 from a typical line. Data are represented as mean  $\pm$  SEM. (E and F) Phylogenetic tree of ATHB25 (E) and REM7 (F).

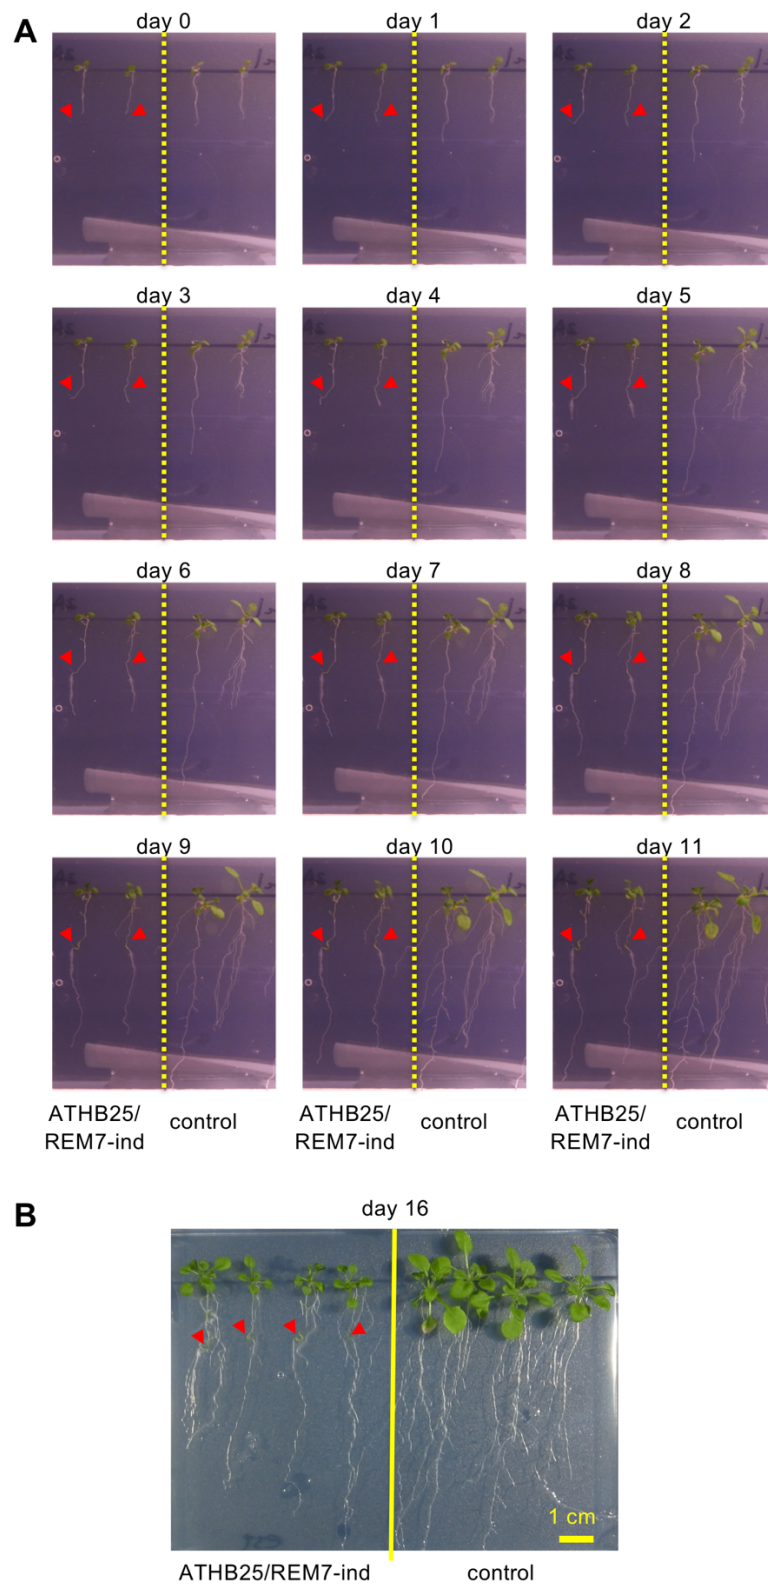

**Figure S3. Real-time images of the SSO formation by co-induction of ATHB25 and REM7, Related to Figure 1.** Time-series of photograph during the SSO formation between 0 and 11 days (A), and in 16 days (B) after the estradiol treatment. (A) Each 2 plants of ATHB25/REM7-ind (left) and control (right) are represented from central parts of image (B). Red arrows indicate the regions for the SSO formation.

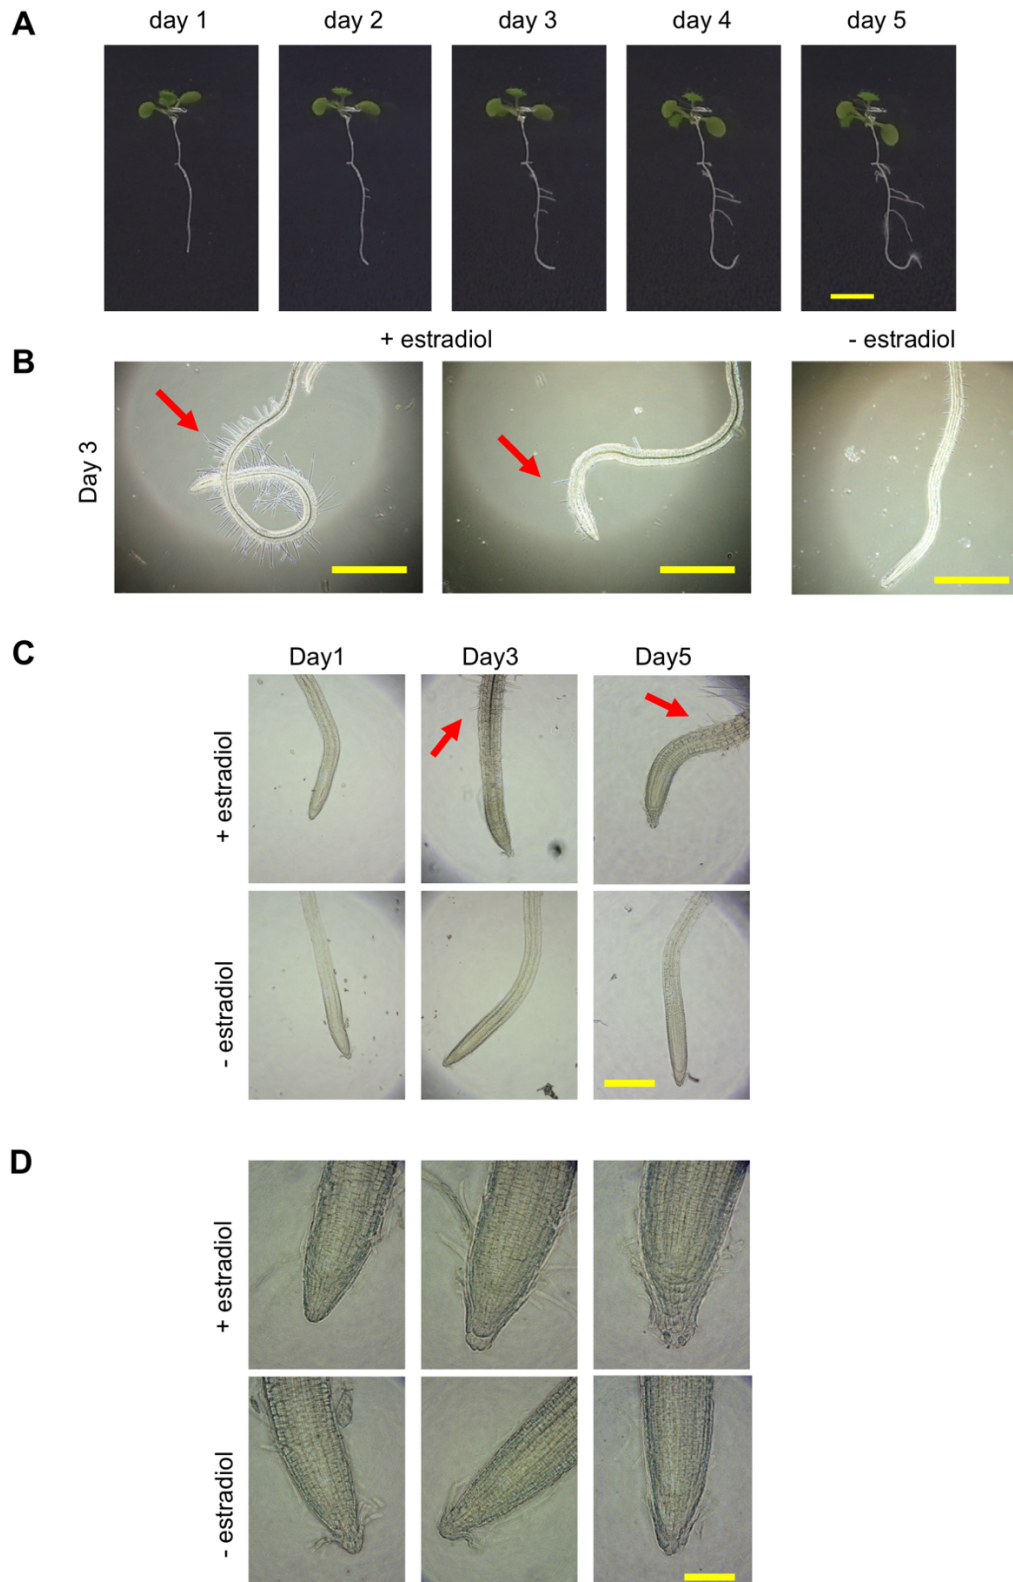

**Figure S4. Real-time images of the SSO formation on the early stage of the SSO formation, Related to Figure 1.** (A) Details of plant growth between day 1 and day 5 of SSO formation. (B) Root growth in day 3 of SSO formation with or without estradiol treatment. (C, D) Details of root tip growth between day 1 and day 5 of SSO formation. Scale bar = 5 mm (A), 1 mm (B), 400  $\mu$ m (C) and 100  $\mu$ m (D).

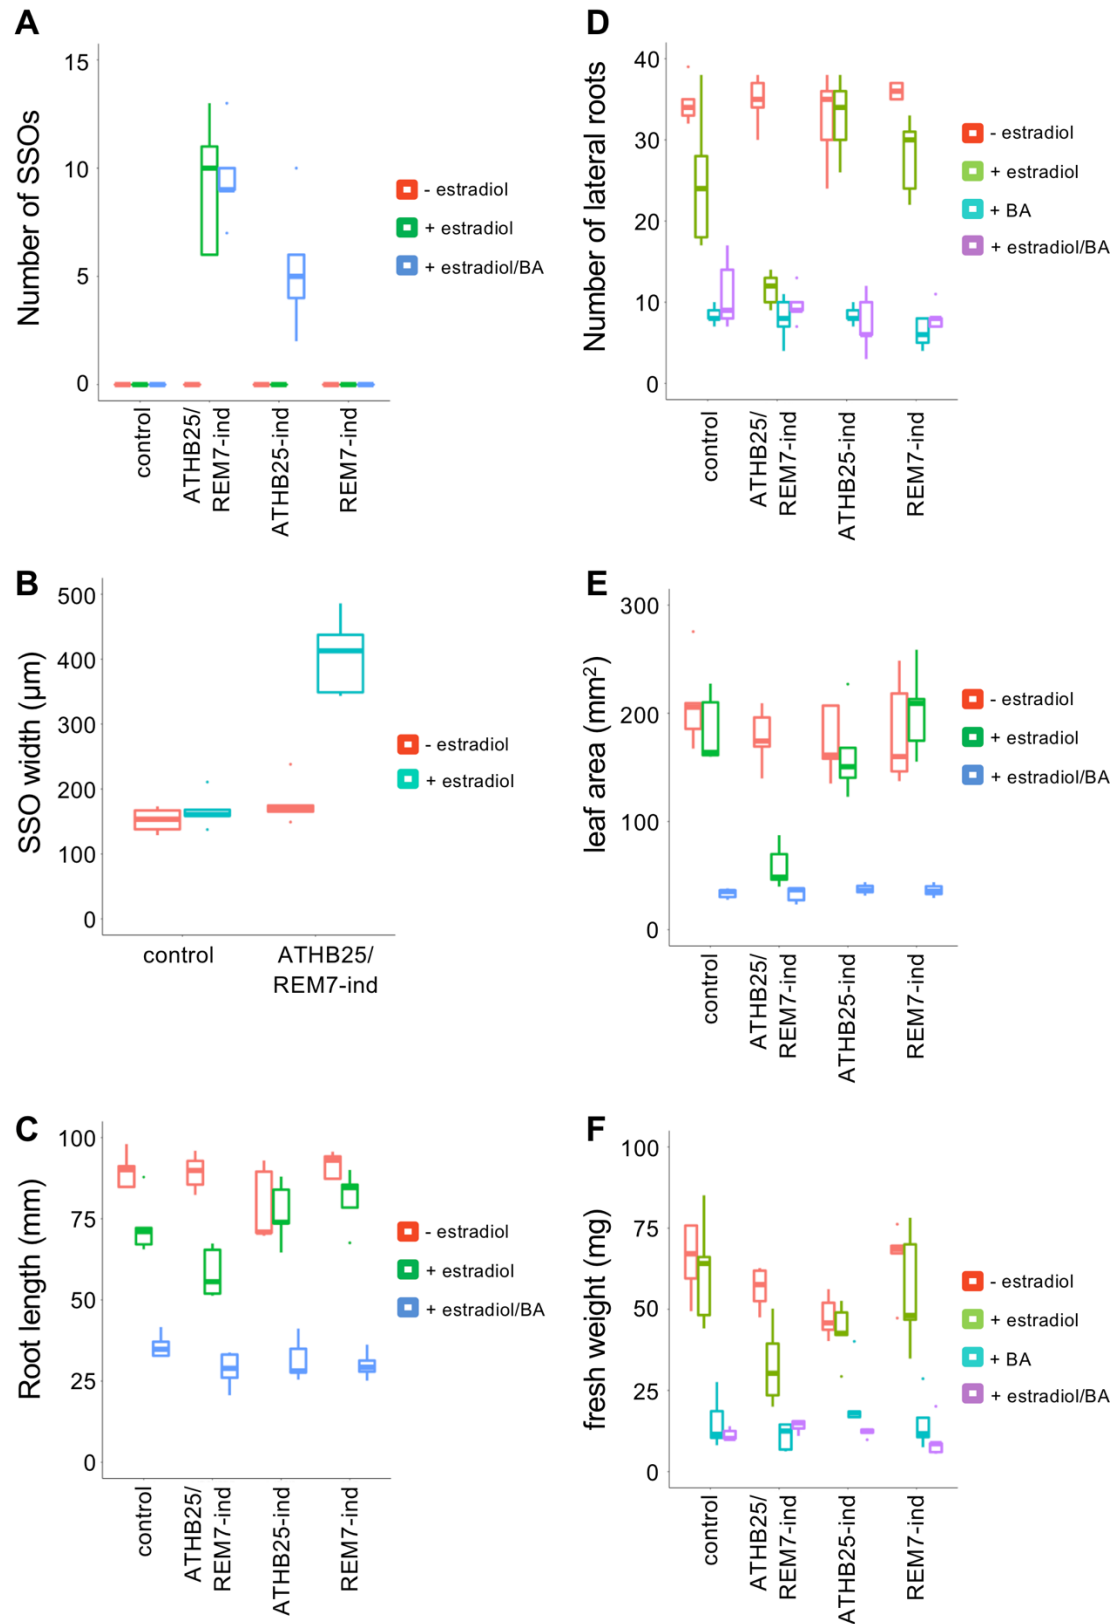

**Figure S5. Phenotypes of the ATHB25/REM7-ind plants, Related to Figure 1.** (A) Number of SSOs: (B) SSO width: (C) Root length: (D) Number of lateral roots: (E) leaf area (F) fresh weight. Data are represented as mean with first and third quartile and 95% confidence interval of median.

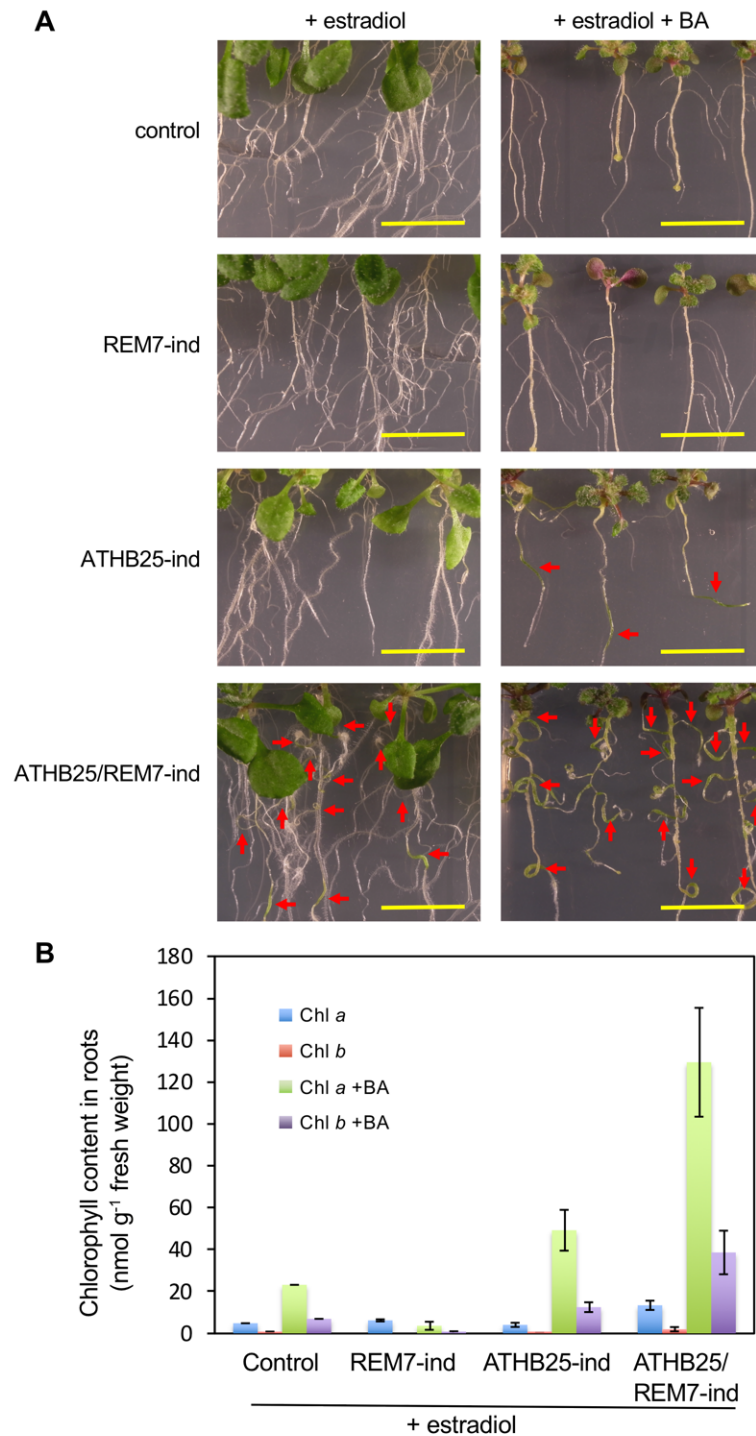

**Figure S6. Chemical induction of ATHB25 and REM7 with a cytokinin, Related to Figure 2.** (A) Seven-day-old seedlings of plants harboring ATHB25-ind, REM7-ind, or ATHB25/REM7-ind were grown on 1/2 MS-1% sucrose plates containing vitamins and 5 $\mu$ M estradiol with (+BA) or without 1  $\mu$ M of the cytokinin, 6-benzylamino purine (BA) for 10 days. The red arrows indicated SSOs. Without the cytokinin (left panels), the SSOs were observed only in the roots of the ATHB25/REM7-ind plants (as shown in Figure 1 C, G, and H). In contrast, ATHB25-ind generated the SSOs in the roots with the addition of cytokinin (right panels). The cytokinin also enhanced SSO formation in the ATHB25/REM7-ind plants. Scale bars: 1 cm. (B) Chlorophyll contents in the roots of the ATHB25-ind, REM7-ind, and ATHB25/REM7-ind plants with or without cytokinin. Data are represented as mean  $\pm$  SEM.

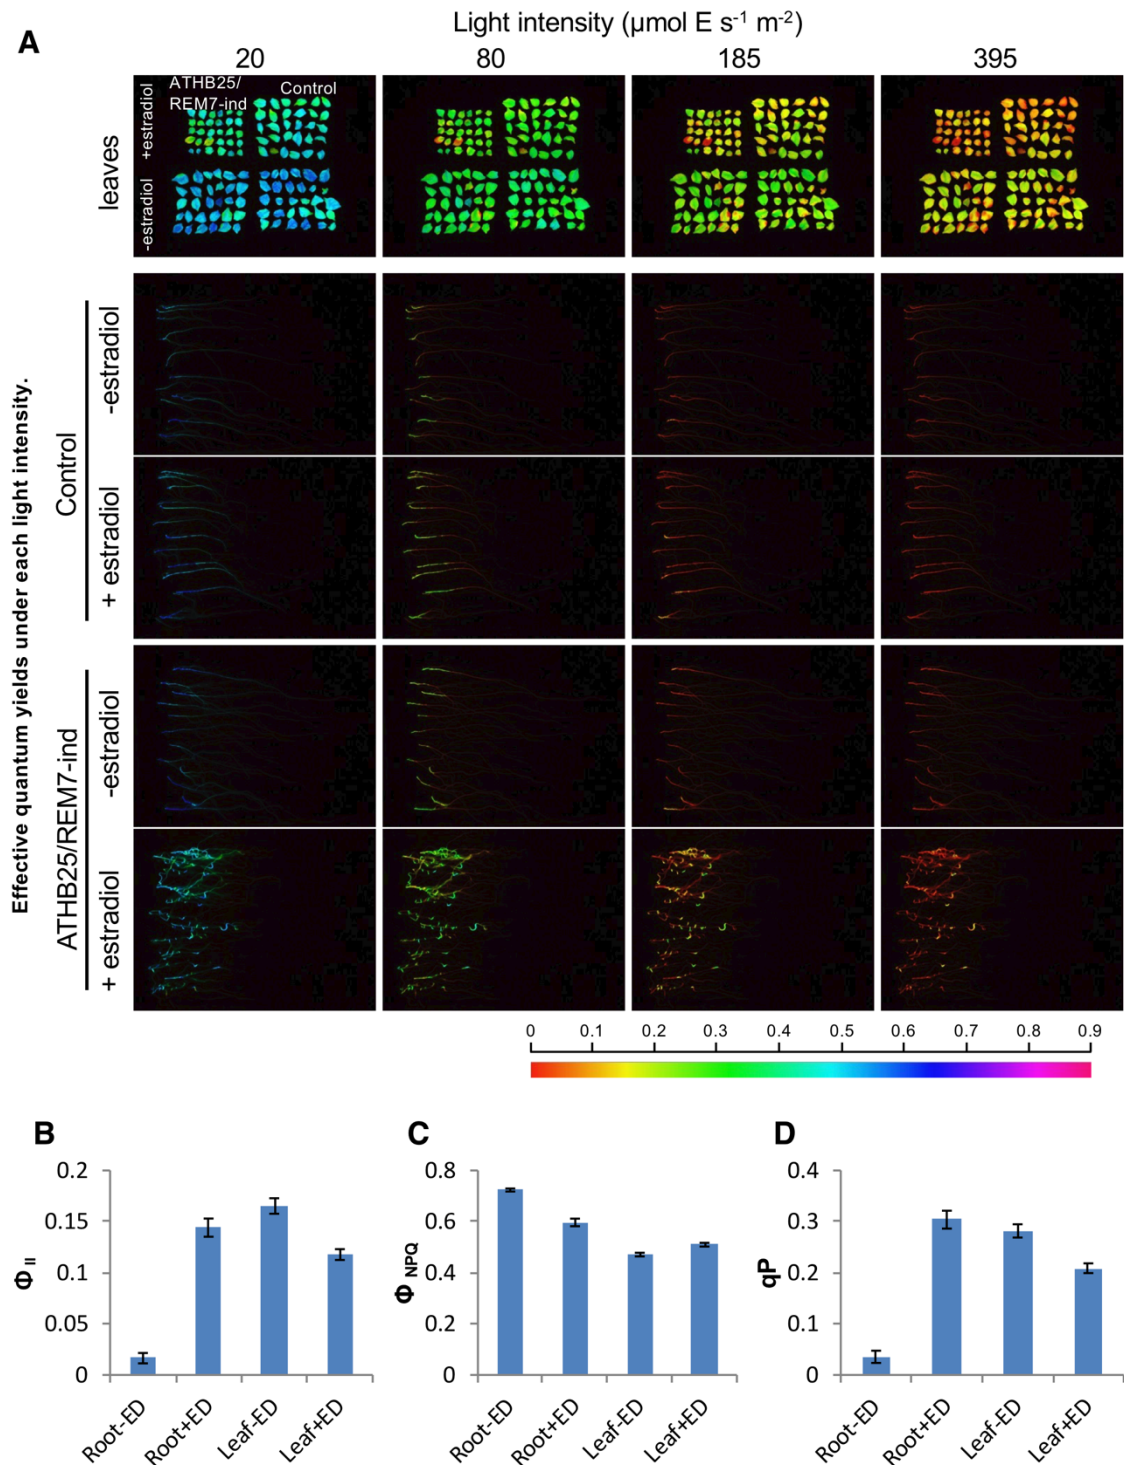

**Figure S7. Photosynthetic activity in the transgenic plants, Related to Figure 2.** Photosynthetic activity was measured with the IMAGING-PAM fluorometer (WALZ). (A) Effective quantum yields under each light intensity. The leaf images indicated that the photosynthetic activity between the control and ATHB25/REM7-ind plants did not change significantly but simultaneous induction of ATHB25 and REM7 reduced leaf size. In the root image, high photosynthetic activity was observed at the SSOs in the ATHB25/REM7-ind plants. (B-D) Quantitative data from the IMAGING-PAM fluorometer: (B)  $\Phi_{II}$ , (C)  $\Phi_{NPQ}$  and (D)  $qP$ . ED: estradiol. Error bar is S. E. ( $n = 5$ ).

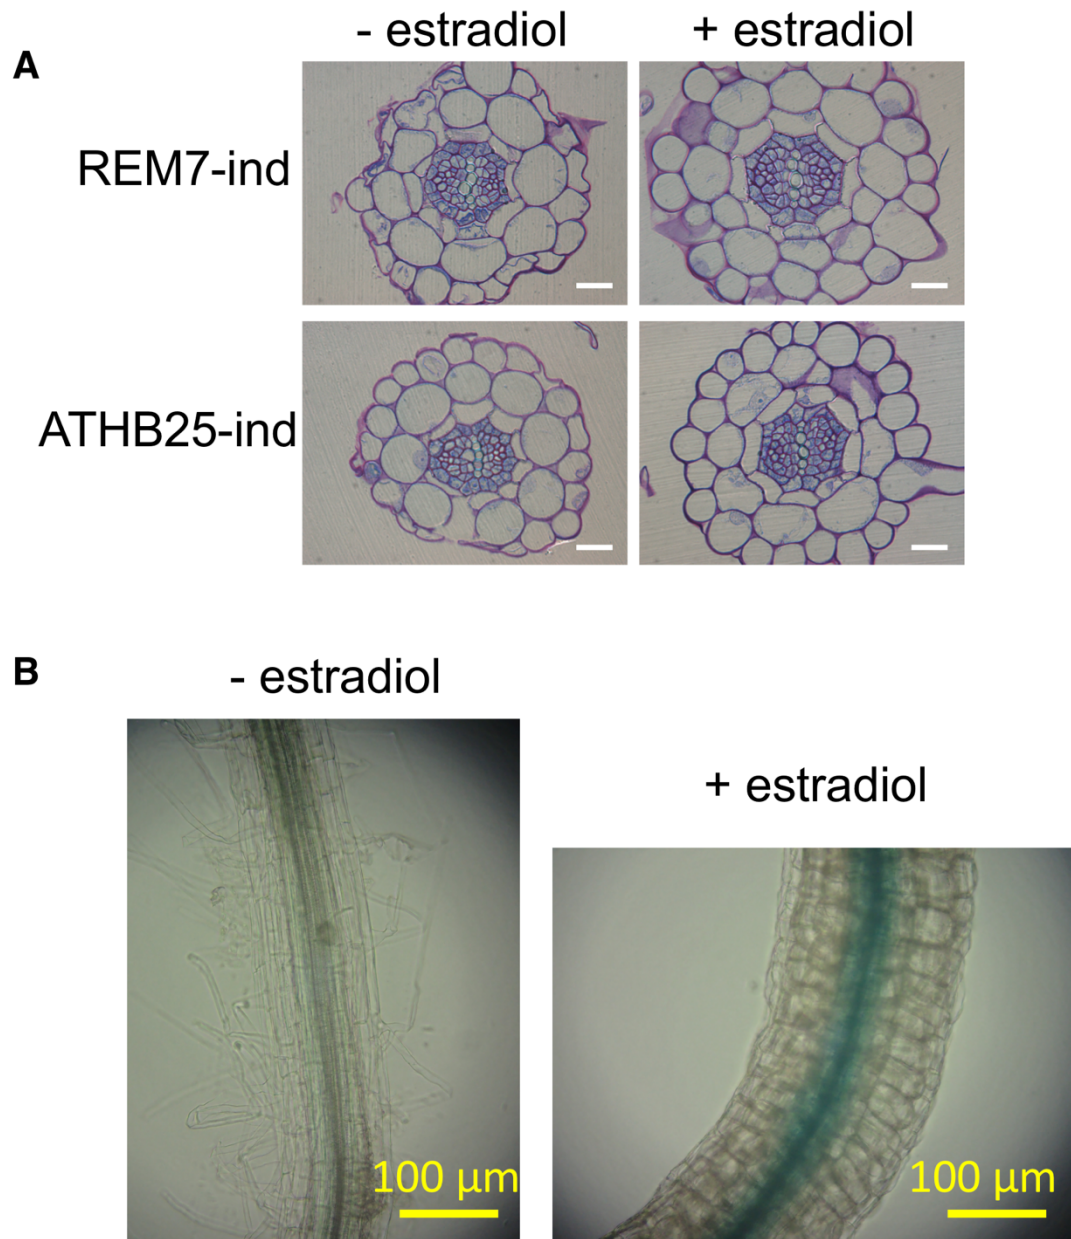

**Figure S8. Cross sections of the root, Related to Figure 3.** (A) The roots of the ATHB25-ind and REM7-ind plants with or without 5  $\mu$ M estradiol were sectioned and stained as described in the METHOD DETAILS. (B) WOX4:GUS expression in the ATHB25/REM7-ind root with or without the estradiol treatment.

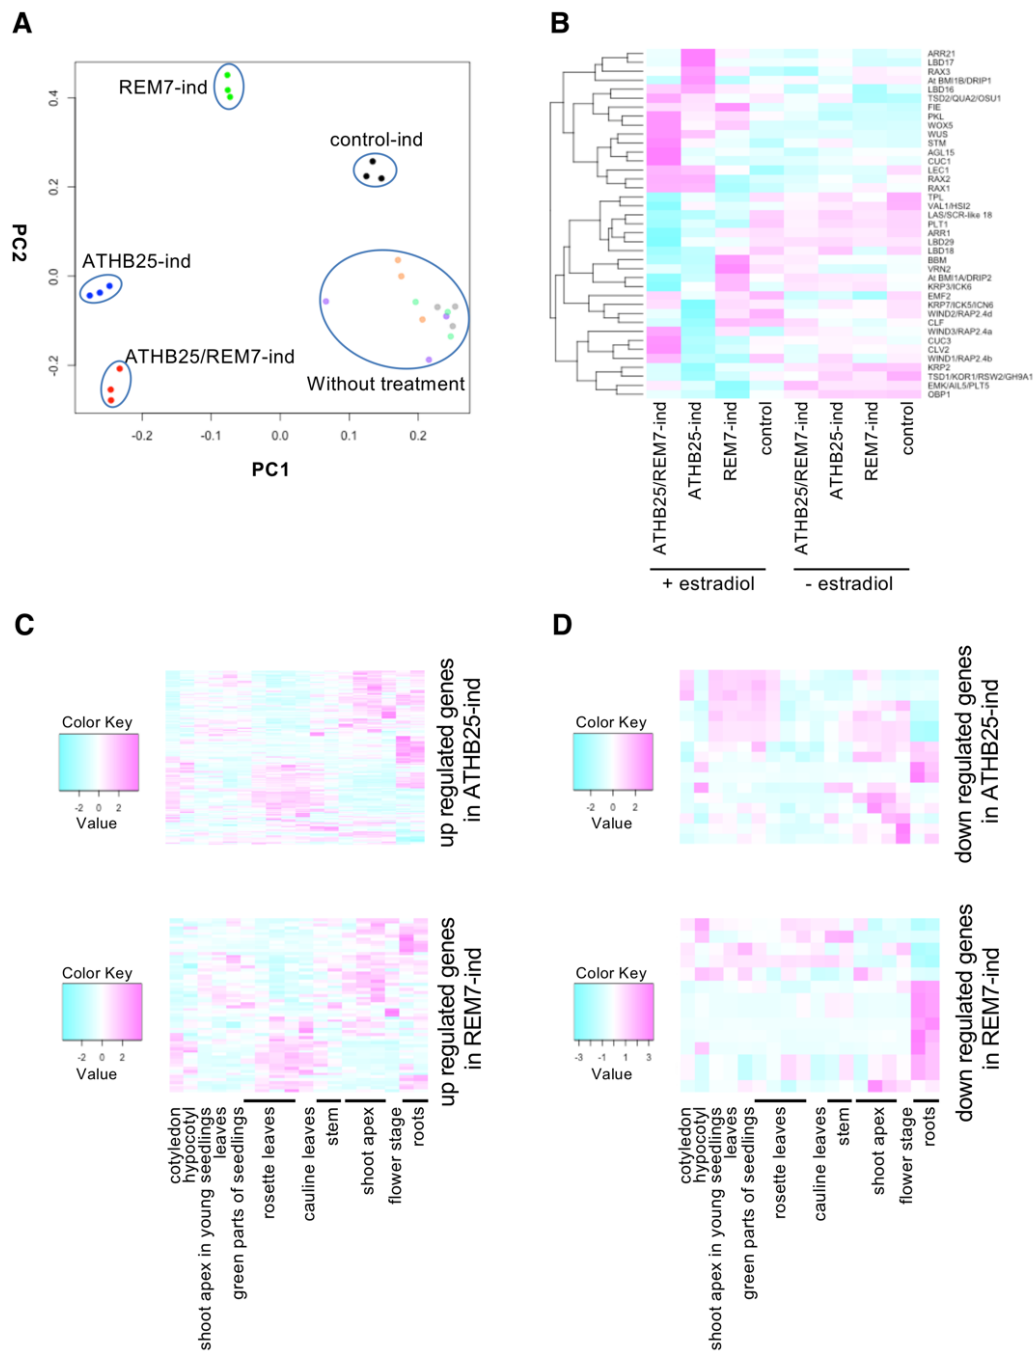

**Figure S9. The target genes regulated by ATHB25 and REM7, Related to Figure 4.** (A) A principal component analysis (PCA) of the microarray experiments. Red, ATHB25/REM7-ind; Blue, ATHB25-ind; Green, REM7-ind, and Black, control plants. The pale color shows data from samples without estradiol induction. (B) Expression of genes involved in embryogenesis and meristem development. (C) The expression map of up-regulated genes during plant development by individual induction of ATHB25 and REM7. (D) The expression map of down-regulated genes during plant development by individual induction of ATHB25 and REM7. In these heat-maps of the ATHB25- or REM7-regulated genes, some of the up-regulated genes were expressed in the shoots, while some of the down-regulated genes were expressed in the roots. Many of the down-regulated genes in the REM7-ind plants are known as root-specific genes. However, in comparison with the data from the ATHB25/REM7-ind plants (Figure 4C), the effects of the single ATHB25 and REM7 induction seem to be limited.

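Principal components were computed from the 24 arrays over 36375 probes, with a pseudocount of 16 added to the scaled signal, log2 ratios against the control plants without estradiol, and z-scores per probe. The first component held 36.2% of the variance, the second 19.0% and the third 13.1%. On the first component, the ATHB25/REM7-ind plants with estradiol had a mean score of −220.2 ± 6.66 (SD, n = 3) and the ISH1 plants with estradiol −155 ± 7.13 (SD, n = 3). The 4 groups without estradiol lay between 62.9 and 91.7, and the control plants with estradiol at 61.6. On the second component, the ATHB25/REM7-ind plants with estradiol were at −134 and lay opposite to the ISH1 plants at 134 and the ISH2 plants at 115 with estradiol. Without the z-scores the first component held 54.2% and the third 8.52%.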

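All 39 genes of this panel had a probe on the arrays. In ATHB25/REM7-ind plants, limma called 17 of them higher and 11 lower with estradiol, and the same counts were found adjusted over the list alone. The list was chosen in the study with these arrays at hand, so the second count is not independent evidence. The change was at least 2-fold for 9 of these genes and at least 10-fold for 2. In the ISH1 plants 12 genes were called higher and 15 lower, in the ISH2 plants 9 and 10, and in the control plants 2 and 5.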

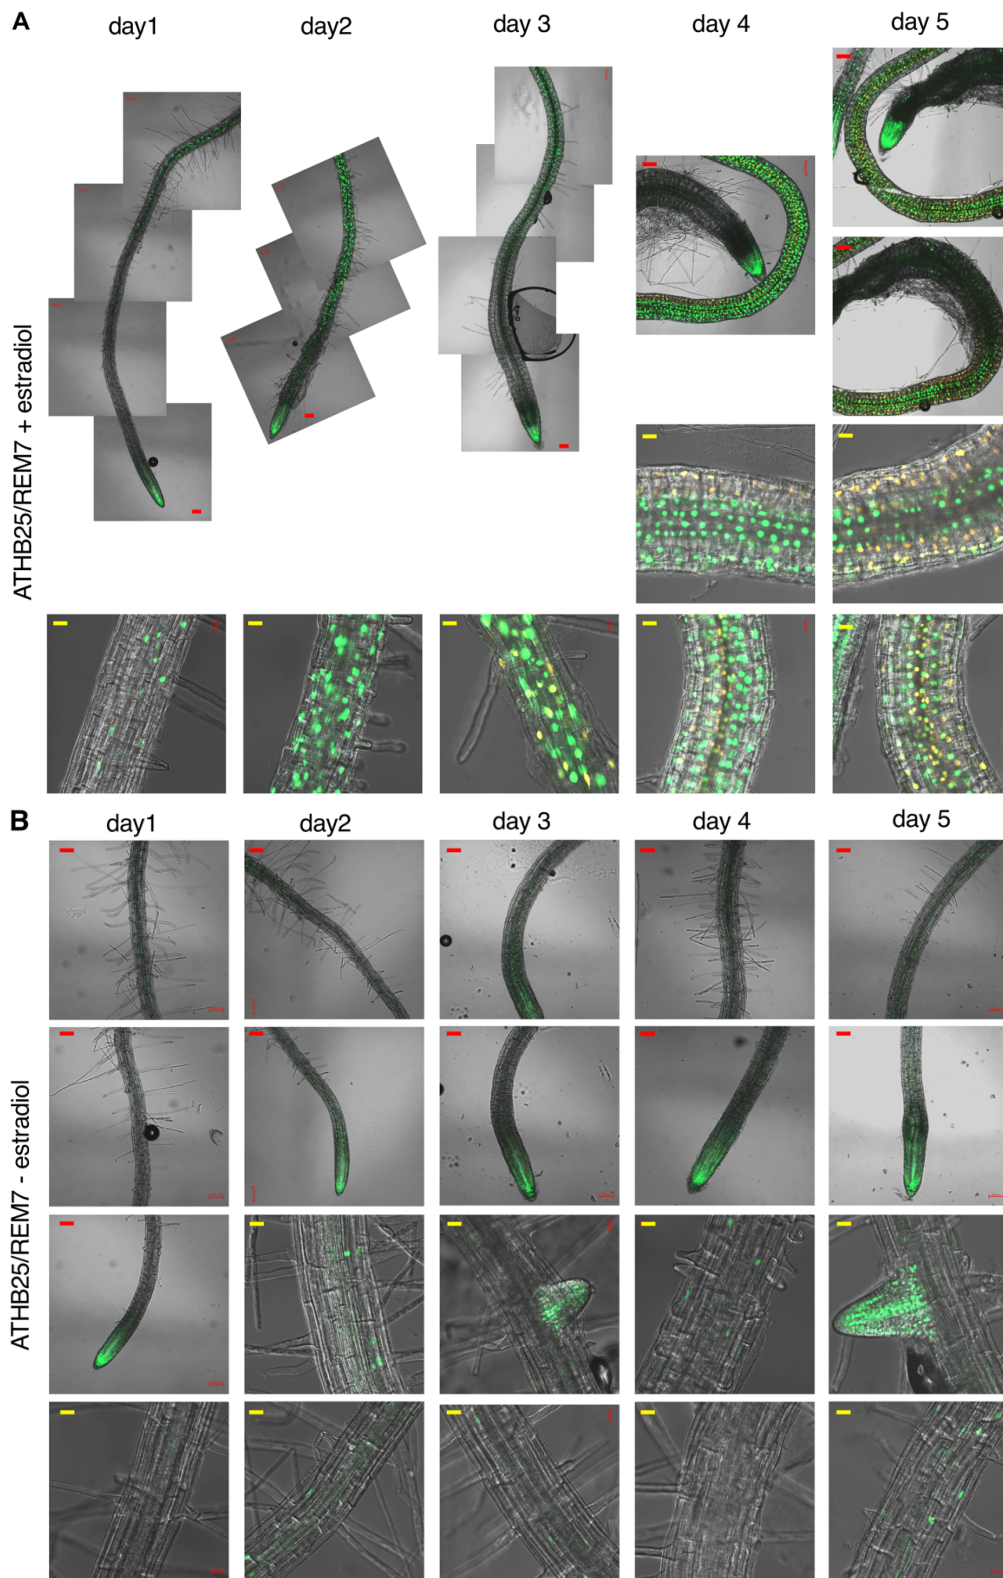

**Figure S10. Expression of *CUC2* and *WUS* genes during SSO induction, Related to Figure 5.** The *CUC2* and *WUS* gene expressions in the root of ATHB25/REM7 F1 seedlings harboring *pCUC2:VENUS* (Green) and *pWUS:dsRED* (Orange) during the SSO induction with (A) or without the estradiol treatment (B). The overlap of *CUC2* and *WUS* expression was represented as yellow. Some figures are selected and used as duplicated in Figure 5. Scale bars: 20 μm (yellow), 100 μm (red).

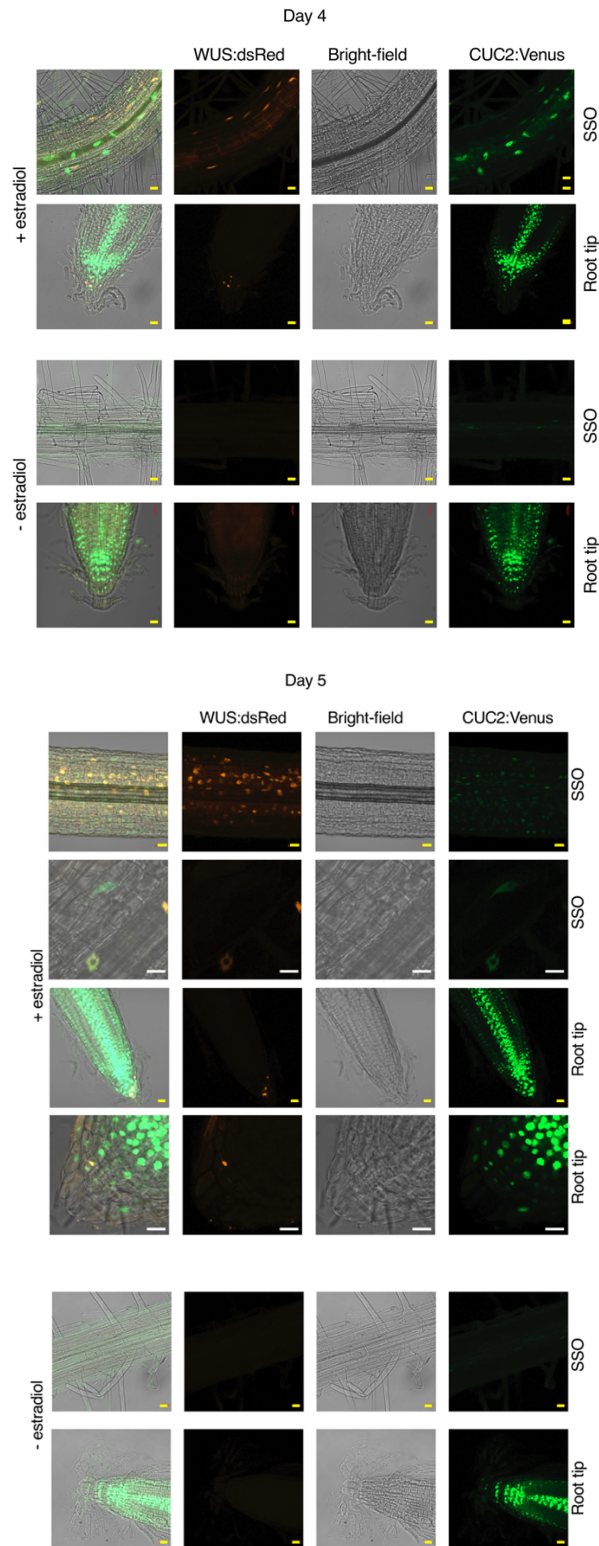

**Figure S11. Expression of *CUC2* and *WUS* genes during SSO induction, Related to Figure 5.** The *CUC2* and *WUS* gene expressions in the root of ATHB25/REM7 F1 seedlings harboring *pCUC2:VENUS* (Green) and *pWUS:dsRED* (Orange) during the SSO induction. The overlap of *CUC2* and *WUS* expression was represented as yellow. Magnified images of the *CUC2* and *WUS* expressions in SSO and root tip in day 4 and day 5 after the induction with or without the estradiol. Some figures are selected and used as duplicated in Figure 5. Scale bars: 20  $\mu$ m. Scale bars: 20  $\mu$ m.

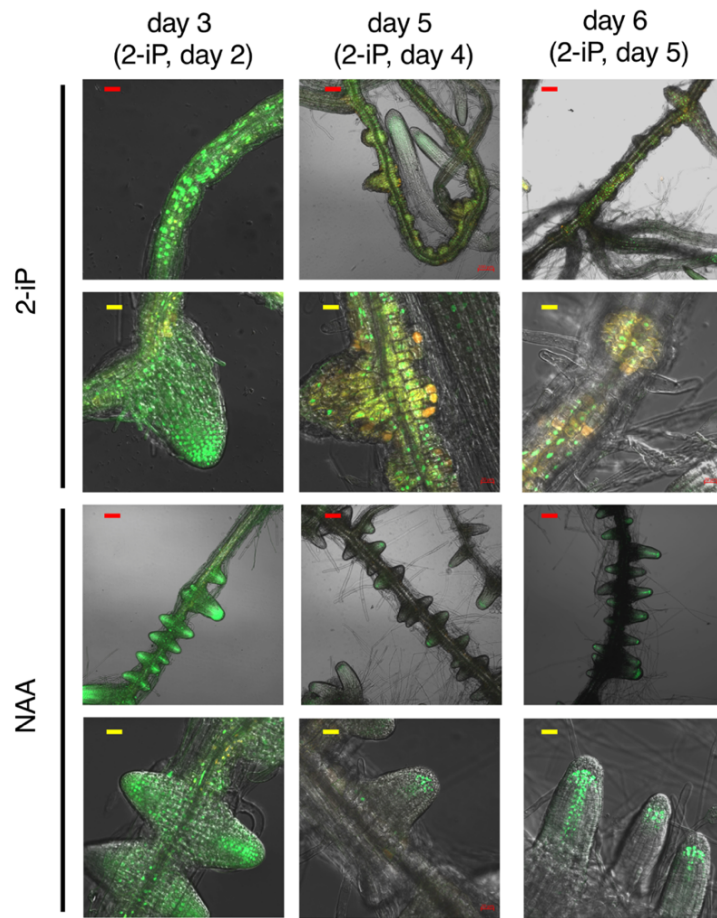

**Figure S12. Expression of *CUC2* and *WUS* genes in shoot-to root conversion with phytohormones, Related to Figure 5.** The *CUC2* and *WUS* gene expressions in the root of the seedling harboring *pCUC2:VENUS* (Green) and *pWUS:dsRED* (Orange) were observed in the pre-existing root-to-shoot conversion with phytohormones (Rossopoff et al., 2017). The overlap of *CUC2* and *WUS* expression was represented as yellow. Cytokinin 2-iP treatment was performed after 42 h-NAA treatment. Scale bars: 20 μm (yellow), 100 μm (red).

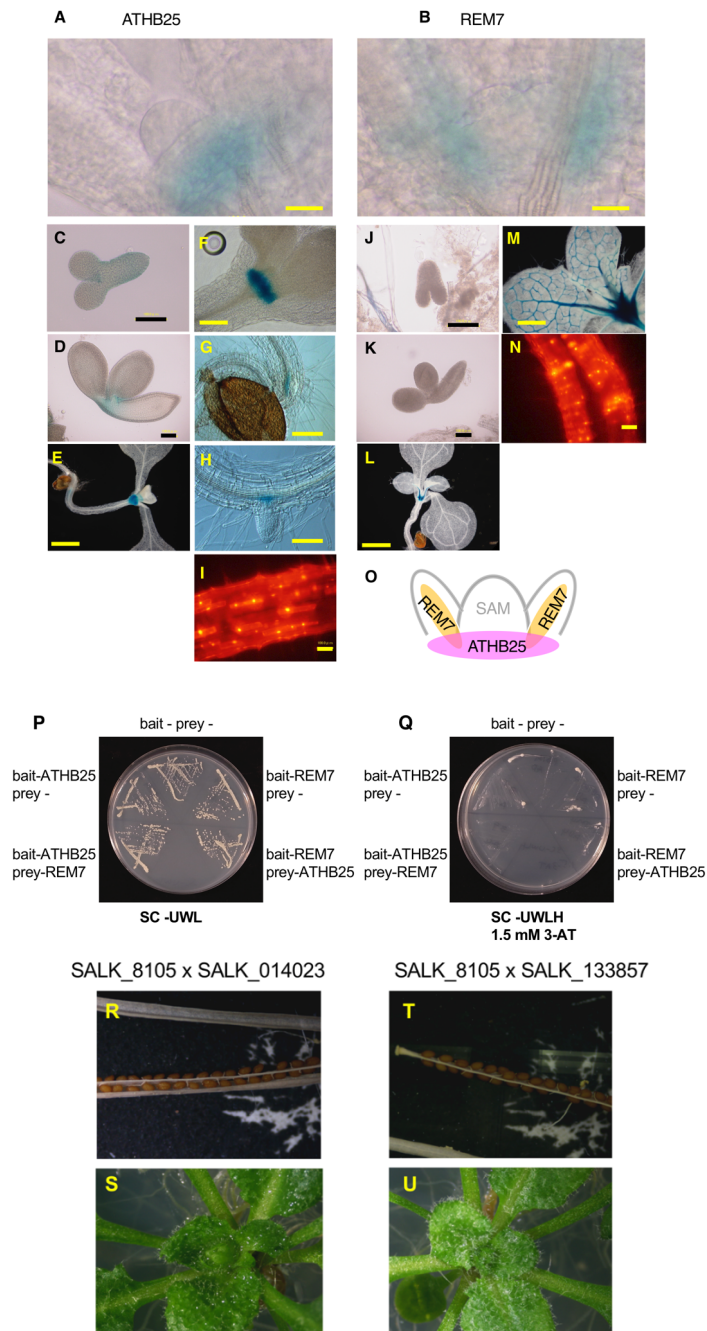

**Figure S13. Expression, protein interaction, and loss-of-function phenotypes of ATHB25 and REM7, Related to Figure 6.**

(A, C-I) ATHB25 gene expression and intracellular localization. (B, J-N) REM7 gene expression and intracellular localization. The patterns of promoter:GUS expression around the SAM of 7 day old seedling (A, B), in the embryo (C, D, I, J), around the SAM of 7 day old seedling (E, L), and of 2 week old seedling (F, M), in the border between hypocotyl and root (G), and in the boundary region of a lateral root of a mature plant (H). (I, N) Nuclear localization of the overexpressed mRFP (red fluorescent protein) fusion proteins of ATHB25 (I) and REM7 (N) in the root. Scale bars are 25  $\mu$ m (A, B), 100  $\mu$ m (C, D, I, J, K, M); 200  $\mu$ m (F, G, H, M); and 1 mm (E, L). (P, Q) Protein interactions between ATHB25 and REM7 in yeast. We did not observe any obvious yeast growth on the SC-UWLH plates (Q), which strongly suggests there was no physical interaction between ATHB25 and REM7. (R, S) SALK\_008105C x SALK\_014023C homologous F2 plants (T, U) SALK\_008105C x SALK\_133857C homologous F2 plants. (R, T) Seeds in the siliques. (S, U) SAMs.

**Table S1. SAM-specific Transcription factors, Related to Figure 1, S1, and S2.** A total of 21 candidate genes encoding transcription factors (TFs) was selected in this study. Seven of 21 the genes were selected in the Confeito analysis with Network Factor > 0.75, and others were chosen in the ATTED II analysis. RIKEN full-length cDNAs were available for the nine candidates when we performed the cloning. Three series, Set A, B and C, of DNA fragments with estradiol inducible promoters for each cDNA, were cloned in the PRESSO method. Each cDNA was labeled as A to I in Figure S1B and S2C.

**Table S2. Primers used for cloning in this study, Related to Figure 1, S1, and S2.**

**Table S3. Primers used for RT-qPCR in this study, Related to Figure 1 and S2.**

**Table S4. Gene Enrichment Analysis for the target genes regulated by ATHB25 and REM7, Related to Figure 4.** GO enrichment analysis was performed with >10-fold regulated genes using the AmiGo2 browser (<http://amigo.geneontology.org/amigo>) on the Gene Ontology Consortium website (The Gene Ontology Consortium, 2015). GO biological processes enriched in the ATHB25-ind, REM7-ind, and ATHB25/REM7-ind plants are listed with a threshold of 10-fold changes in the Table.

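The enrichment of processes in this table was computed by the authors from their genes changed at least 10-fold and is not repeated here, because the annotation it used is not at hand. In its place, 6 short gene lists written by hand were tested with limma's camera, with Benjamini-Hochberg adjustment over lists and lines. The 46 photosynthesis genes had a median log2 fold change of 1.85 with estradiol in ATHB25/REM7-ind plants (adjusted p = 3.34e-19), with 45 members called higher and 4 at least 10-fold higher. In the ISH2 plants the median was −2.02 (adjusted p = 1.49e-36) with all 46 members called lower, in the ISH1 plants −0.39 (adjusted p = 0.0195), and in the control plants 0.03. The 15 chlorophyll synthesis genes moved likewise, with medians of 1.37 in ATHB25/REM7-ind and −0.94 in the ISH2 plants (adjusted p = 2.55e-05 and 2.36e-09). The 25 root hair genes had medians of 0.62 in ATHB25/REM7-ind and 0.29 in the ISH2 plants (adjusted p = 0.00137 and 0.0202). The floral list, of which 13 genes were tested, had a median of 1.18 in ATHB25/REM7-ind plants (adjusted p = 0.00262); it was written after AG had been seen in Data S1, so it is not independent evidence. The 26 low-oxygen genes, a list written after this table was read, had a median of −0.53 in the ISH1 plants (adjusted p = 0.0202), −0.30 in the control plants (adjusted p = 5.52e-04) and 0.26 in the ISH2 plants (adjusted p = 0.166). The 10 type-A response regulators had a median of −0.38 in the ISH2 plants (adjusted p = 0.0201). Their median in the ISH1 plants was lower, at −0.76, but was not called (adjusted p = 0.0572). The photosynthesis call in the ISH1 plants was lost with the authors' normalized values and without replicate 3 of the ISH1 arrays with estradiol, where the adjusted p values without single arrays ranged from 0.00260 to 0.112, and the root hair call in the ISH2 plants without replicate 2 of the ISH2 arrays with estradiol, with a range from 0.00890 to 0.0727. All the calls at an adjusted p below 0.05 held under fry, and none held when camera estimated the correlation between genes.

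**Figure D4:**
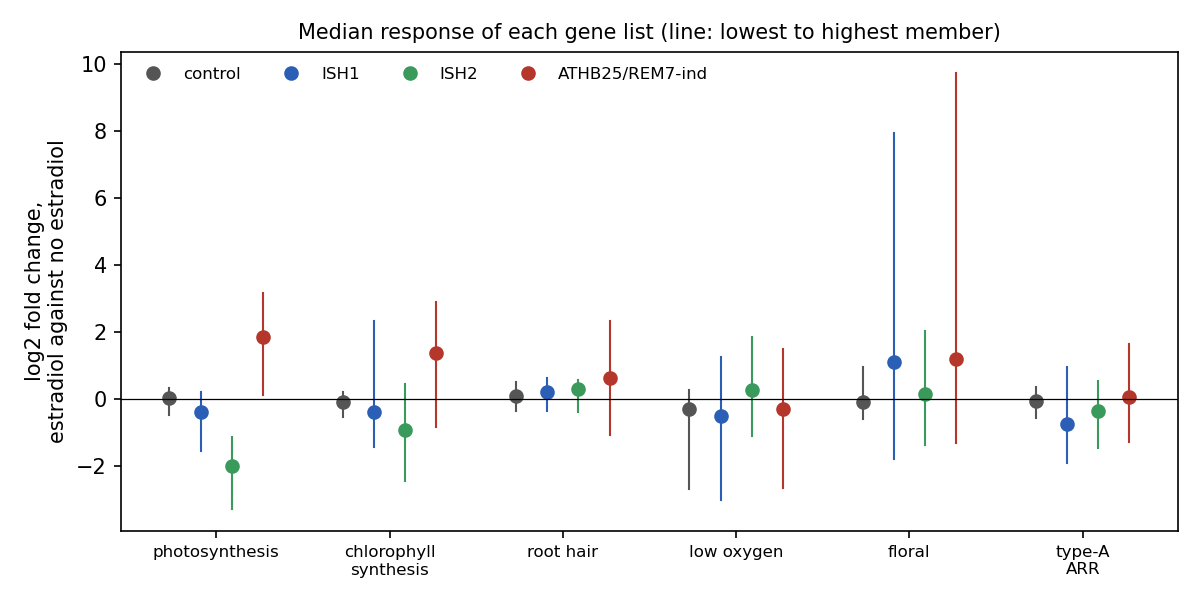
Median log2 fold change, with against without estradiol, of the 6 gene lists in the control, ISH1, ISH2 and ATHB25/REM7-ind plants; lines run from the lowest to the highest member. The photosynthesis genes lie at a median of 1.85 in ATHB25/REM7-ind and −2.02 in ISH2 plants.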

## KEY RESOURCE TABLE

## TRANSPARENT METHODS

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

We used *Arabidopsis thaliana* ecotype Columbia, available from the Arabidopsis Biological Resource Centre (ABRC, Ohio State University, <https://abrc.osu.edu>) (Rhee et al., 2003). The constructs in binary vectors in the ‘Plasmid Construction’ section were introduced into Arabidopsis using *Agrobacterium tumefaciens* (updated scientific name, *Rhizobium radiobacter*) EHA105 (Clough and Bent, 1998) and T1 transformants were selected on 1/2 Murashige-Skoog (MS)-1% phytoagar medium containing 1% sucrose (pH 5.7) with the appropriate antibiotic (25 µg/L kanamycin or 20 µg/L hygromycin). ATHB25/REM7-ox plants and ATHB25/REM7-ind plants harboring *CUC2*, *WUS*, or *WOX4*:reporter genes (Heisler et al., 2005; Hirakawa et al., 2010; Reddy and Meyerowitz, 2005) were generated by artificial pollination.

### Growth conditions

Seeds were surface sterilized with a 70% ethanol rinse, immediately followed by a rinse with 33% bleach for 5 min and then washed twice with sterile water. The seeds were sown aseptically on antibiotic-containing 1/2 MS-1% agar plates, followed by imbibition at 4°C for 3–4 days in the dark. Seedlings were grown for seven days at 22°C under constant light conditions or 16 h light: 8 h dark cycles with 40 µmol m<sup>-2</sup> sec<sup>-1</sup> cool white fluorescent light. The antibiotic-resistant seedlings were transferred to 1/2 MS-1.2% phytagel or 1% phytoagar plates without antibiotics, with 1–10 µM 17-β-estradiol used for the chemical induction and 1 µM 6-benzyladenine (BA) for the cytokinin treatment. For observation of the SSO formation, the plants were grown on the surface of the 1/2 MS plates in a vertical placement. To induce lateral root formation, plants were transferred and grown for 42 hours on 1/2 MS-1% agar plates containing the auxin 1-naphthaleleacetic acid (10 µM NAA). To induce the subsequent root-to-shoot conversion, primary root segments were transferred on the 1/2 MS-1% agar plates containing the cytokinin 2-isopentenyladenine (8.16 µM 2-iP) (Rossopoff et al., 2017).

### Bioinformatic analysis for candidate TF genes

To classify TFs that cooperate and co-express in plants, we analyzed approximately 2000 genes encoding Arabidopsis TFs using the Confeito algorithm (Ogata et al., 2010) (Figure S1A-C). Confeito analysis was performed on our website (Cop: Co-expressed biological processes, <http://webs2.kazusa.or.jp/kagiana/cop0911/>). The Confeito algorithms provided 21 sets of TF genes, which are clustered based on their co-expression patterns (Network Factor (NF) >0.75). In this study, we focused on a set consisting of seven TFs, ATHB31, ATHB33, ABNORMAL FLORAL ORGANS (AFO), REM7, AT-HOOK MOTIF NUCLEAR LOCALIZATION PROTEIN 11 (AHL11), AUXIN RESPONSE FACTOR 18 (ARF18) and ATHB25, which are co-expressed around the shoot apical meristems (SAMs). The AGI codes of the genes belonging to this set are shown with NF in Table S1. The details of these genes are available in the public database, The Arabidopsis Information Resource (TAIR, <http://www.arabidopsis.org>) (Huala et al., 2001). In the Confeito analysis, some genes were not clustered in any sets when their expression data were not available on the database. As the Confeito algorithm provided the compact sets of transcription factors that were clustered based on the co-expression data, if the spatiotemporal expressions of genes were more specifically limited, the known SAM-specific TF genes such as *WUS* were classified in other groups. For example, *WUS* is grouped in another set consisting of SHINE 1 (SHN1, At1g15360), BIG PETAL (BPE, At1g59640), NAC DOMAIN CONTAINING PROTEIN 25 (NAC25, At1g61110), AGAMOUS (AG, At4g18960), PISTILLATA (PI, At5g20240) and NAC DOMAIN CONTAINING PROTEIN 100 (NAC100, At5g61430). To identify more genes that co-related to the seven TFs in the set we focused on, we screened for TF genes co-expressing with the seven candidates by ATTED II analysis (<http://atted.jp>) (Obayashi et al., 2014). We added 14 TF genes with the mutual rank of <46, which was that of At3g61830, as the threshold in this cluster (Table S1). A total of 21 candidate genes were selected (Figure S1A).

### **Plasmid Construction**

We obtained nine full-length cDNAs from these candidates from the RIKEN BioResource Center ([www.brc.riken.jp](http://www.brc.riken.jp)) (Seki et al., 2004) (Table S1: Figure S1A-C). The other 12 cDNAs were not available at the time when this study was performed. To co-induce the nine SAM-specific TFs *in planta*, we sequentially and alternately ligated

these RIKEN full-length cDNAs (Seki et al., 2004) to the terminator-operator cassettes consisting of the Arabidopsis *heat-shock protein 18.2 (hsp)* gene terminator, the 8x *LexA* operator (XVE) (Zuo et al., 2000) (Moore et al., 2006) and the cauliflower mosaic virus 35S (CaMV 35S) minimal promoter using the PRESSO (precise sequential DNA ligation on a solid substrate) method (Takita et al., 2013) and MultiRound Gateway technology (Thermo Fisher Scientific, Wilmington, USA, <https://www.thermofisher.com/>) (Chen et al., 2006). We successfully cloned the nine cDNAs under the control of the estradiol-inducible XVE expression cassette in a vector as shown below (Figure S1B). Plasmids for ATHB25-ind, REM7-ind, ATHB25/REM7-ind, ATHB25-ox, REM7-ox, ATHB25-promoter:GUS, REM7-promoter:GUS, 35S:Ω:mRFP:ATHB25 and 35S:Ω:mRFP:REM7 plants were obtained by the Gateway Cloning reaction (Thermo Fisher Scientific, Wilmington, USA, <https://www.thermofisher.com/>). Unless otherwise noted, polymerase chain reactions (PCR) for subcloning were performed using PrimeSTAR HS DNA Polymerase (TaKaRa Bio Inc., Shiga, Japan, <http://www.takara-bio.co.jp/>). The details of plasmid cloning are described in below.

First, we prepared an Arabidopsis heat shock protein 18.2 (*hsp*) terminator/*LexA* operator/-46 to +12 of the cauliflower mosaic virus (CaMV) 35S promoter fragment (TOP)-cassette in the pHSG299CSPS vector (Fujisawa et al., 2009). This cassette terminates transcription of the upstream gene and chemically induces the downstream genes. The DNA fragments of (i) *hsp* terminator, (ii) *LexA* operator and -46 to +12 of the CaMV 35S promoter, (iii) *SfiI* site and (iv) the whole of the pHSG299CSPS vector backbone without a multicloning site were amplified from pER8 and pHSG299CSPS. PCR amplification was performed with the following primer sets (Table S2): *hsp*-ter\_FW\_*SfiI* and *hsp*-ter\_RV\_*XhoI* for *hsp* terminator; *LexA*\_FW\_*XhoI* and *LexA*\_RV\_*SfiI* for *LexA* operator; CSPS\_FW\_*SfiI* and CSPS\_RV\_I-*SceI* for *SfiI* and I-*SceI* site; pUC\_FW and pUC\_RV\_*SfiI*\_I-*SceI* for pHSG299CSPS vector backbone. Each of the PCR products was digested with suitable restriction enzymes and sequentially ligated using the PRESSO method (Takita et al., 2013), in the following order: *hsp* terminator, *LexA* operator and -46 to +12 of CaMV 35S promoter and pHSG299CSPS vector backbone without a multi-cloning site. The resultant plasmid

provided the TOP-cassette between two *Sfi*I sites (GGCCTTAAAGGCC and GGCCTAATAGGCC).

We also cloned a DNA fragment encoding a chimeric transcription activator (XVE) that consists of the DNA-binding domain of the bacterial repressor *LexA* (X), the acidic transactivation domain of VP16 (V) and the regulatory region of the human estrogen receptor (E) (XVE) under the 2 x CaMV 35S promoter:Ω transcriptional enhancer (35S promoter:Ω). The XVE and 35S promoter:Ω DNA fragments were amplified from pER8 (Zuo et al., 2000) and pGWB502Ω (Nakagawa et al., 2009) respectively, and cloned into the pDONR-based vector, pDONR Zeo Thsp R3 NPTII R4 L2 ccdB L1 CSPS (Accession Number: LC217877) by using the PRESSO method, in the following order: I-*Ceu*I, I-*Sce*I, PI-*Psp*I, PI-*Sce*I, *Sfi*I restriction enzyme recognition sites, 35S promoter:Ω:XVE in the vector. The following primer sets were used for PCR amplification (Table S2): The CSPS\_FW\_*Sfi*I and CSPS\_RV\_I-*Sce*I for the I-*Ceu*I, I-*Sce*I, PI-*Psp*I, PI-*Sce*I, *Sfi*I restriction enzyme recognition sites, described in the previous section; 35S\_FV\_*Sfi*I and 35S\_RV\_*Sfi*I for 35S promoter:Ω; XVE\_FW\_*Sfi*I and XVE\_RV\_*Sfi*I for XVE; hsp-ter\_FW2\_*Sfi*I and I-*Sce*I RV for the vector backbone. The resultant plasmid provided the 35S promoter:Ω:XVE cassette.

To achieve the chemical induction of the SAM-specific transcription factors, we prepared nine full-length cDNA fragments encoding the SAM-specific TFs and TOP-cassette DNA fragments. The list of RAFL cDNA clones used was shown in Table S1. Each RAFL cDNA that was inserted between the two *Sfi*I sites (GGCCAAATCGGCC and GGCCATAAGGGCC) in the modified BluescriptII vector (Seki et al., 2004) was digested by *Sfi*I, electrophoresed to separate full-length cDNA fragments and purified using the QIAquick Gel Extraction Kit (QIAGEN GmbH, Hilden, Germany, <http://www.qiagen.com>). The TOP-cassette was also digested by *Sfi*I and purified. First, a TOP cassette was ligated to the spacer DNA on the streptavidin-beads in the PRESSO method (Takita et al., 2013), and then a full-length cDNA fragment was ligated to the TOP cassette on the beads. Multiple cDNA fragments and TOP cassettes were reciprocally ligated to the DNA fragment on the beads in a repetitive manner in the following order: [TOP, At3g60390, TOP, At1g14440, TOP, At3g50890, TOP,

At2g45190, TOP and At1g75240 (**set A**), [TOP, At3g61310, TOP and At4g31805 (**set B**)], and [TOP, ATHB25, TOP, and REM7 (**set C**)] (Table S1). In the last step of the PRESSO, we ligated the pDONR-based vector DNA fragments, pDONR Zeo Thsp R3 NPTII R4 L2 ccdB L1 CSPS, containing an *I-SceI* restriction-enzyme-recognition site that was amplified with a PrimeSTAR GXL DNA polymerase (TaKaRa Bio Inc.). The bead-bound DNA fragments were digested with the restriction enzyme *I-SceI*. The recovered DNAs were purified and self-ligated via the *I-SceI* site. Finally we generated three sets of multiple cDNAs in the entry vector [**set A**: At3g60390, At1g14440, At3g50890, At2g45190 and At1g75240, **set B**: At3g61310 and At4g31805, and **set C**: ATHB25 (At5g65410) and REM7 (At3g18960)] under the control of the *LexA* operator in the pDONR-based vector for Gateway Cloning using PRESSO (Chen et al., 2006; Takita et al., 2013) (Figure S2C).

We amplified these ligated cassettes using the TaKaRa DNA Ligation Kit LONG (TaKaRa Bio Inc.) and then combined these inserts with the MultiRound Gateway Cloning kit (Thermo Fisher Scientific)(Chen et al., 2006). We also cloned individual genes, ‘set B’, ‘set C’ and the combined fragment ‘set B’ and ‘set C’ into the chemically inducible vector pGWB501\_TOPX, which is constructed in the following section (Figure S2C).

To prepare an estradiol-inducible Gateway vector (pGWB501\_TOPX), we amplified the ‘LexA operator, -46 to +12 of 35S promoter’, ‘Hsp18.2 terminator’ and ‘35S promoter-omega translational enhancer: XVE fusion protein, rat glucocorticoid receptor 3’ UTR pea rbcS E9 terminator’ DNA fragments from the plasmid DNAs described in the previous section, and cloned these fragments into the *HindIII*, *SacI* and *AscI* sites on pGWB501, respectively (Figure S2A). The following primer sets were used for the PCR amplification (Table S2): OP1\_FW\_*HindIII* and OP1\_RV\_*HindIII* for *LexA* operator and minimum promoter; hsp-ter\_FW\_*SacI* and hsp-ter\_RV\_*SacI* for hsp terminator; 35S-XVE\_FW\_*AscI* and 35S-XVE\_RV\_*AscI* for 35S:Ω:XVE: E9 terminator. The resultant plasmid vector was termed ‘pGWB501\_TOPX’ (Accession Number: LC217876). The pGWB501\_TOPX vector contains an operator:minimum 35S promoter-gateway cassette-hsp terminator, 35S promoter-XVE enhancer gene-rbcS E9

terminator and a hygromycin-resistant gene for plants and a spectinomycin-resistant gene for bacteria. The XVE enhancer protein is activated by 17- $\beta$ -estradiol treatment, and then will transcribe the gene that is cloned in the Gateway cloning site.

To test whether the estradiol-inducible system facilitates expression of a foreign gene, we cloned the  $\beta$ -glucuronidase (*GUS*) gene into the Gateway cloning site of pGWB501\_TOPX and introduced the *GUS* gene with the *LexA* operator into *Arabidopsis* (ecotype Columbia) plants via *Agrobacterium* using a floral dipping method (Clough and Bent, 1998). The *GUS* gene was provided by pENTR-Gus (Thermo Fisher Scientific). The T1 plants harboring pGWB501\_TOPX-GUS were selected on 1/2 MS plates containing 25  $\mu$ g/L hygromycin. The T2 plants were grown for a week on hygromycin plates and then transferred to plates including 5  $\mu$ M estradiol. The plants were grown for 10 days on the estradiol plates and then subjected to GUS staining (See the following section ‘Glucuronidase analysis’). After treatment with estradiol, GUS staining was detected. We confirmed the chemical induction of gene expression in the pGWB501\_TOPX-GUS plants (Figure S2B).

To evaluate the nine candidate genes, set B&C, set B, set C, ATHB25 and REM7 were cloned into the pGWB501\_TOPX vector (Figure S2C). Clones for induction of 4 genes (set B&C), both genes simultaneously [set B and set C] and individually, ATHB25 (ATHB25-ind) and REM7 (REM7-ind), were produced. We did not analyze the set A construct. Individual sequences (CDS) encoding ATHB25 and REM7 and a combined set of both cDNAs (ATHB25/REM7) with chemically inducible promoters were cloned into the gateway vector pGWB501\_TOPX (Figure S2C). Each CDS DNA fragment was amplified by PCR with the following primer sets overhanging *attB1* or *attB2* sequences (Table S2): ATHB25\_CDS\_FW and ATHB25\_CDS\_RV for ATHB25; REM7\_CDS\_FW and REM7\_CDS\_RV for REM7; *attB1* and *attB2* to extend the overhang sequences for Gateway Cloning. ATHB25/REM7 was constructed as “set C” in the entry vector by using the PRESSO method (Takita et al., 2013). The Gateway Cloning BP and LR reactions were performed following the manufacturer’s recommendations (Thermo Fisher Scientific). We termed single ATHB25-, REM7- and “set C”-inducible clones as ATHB25-ind, REM7-ind and ATHB25/REM7-ind,

respectively. To confirm the ATHB25 and REM7 gene expression in the inducible transgenic plants (REM7-ind, ATHB25-ind, and ATHB25/REM7-ind) (in this supplemental text we represent the status of gene induction with “-ind” after the gene name, as done in the main manuscript), we produced more than 10 individual lines for each transgenic plant and performed gene expression analysis in the real-time quantitative reverse transcription PCR (RT-qPCR) [See the following section ‘Real-time quantitative reverse transcription PCR (RT-qPCR)’] (Figure S2D).

To investigate the promoter activity of ATHB25 and REM7, promoter:GUS constructs were generated. We amplified DNA fragments upstream of the ATG sites of the ATHB25 and REM7 coding sequences (CDSs) for use as promoters and 5'-untranslated regions (5'-UTR) from *Arabidopsis* genomic DNA. The promoter sequences were amplified with the following primer sets (Table S2): ATHB25\_promoter\_FW and ATHB25\_promoter\_RV for ATHB25 promoter; REM7\_promoter\_FW and REM7\_promoter\_RV for REM7 promoter; attB1 and attB2 for the overhang sequences for the Gateway Cloning. The length of the promoter regions, including the 5'-UTR for both ATHB25 and REM7, was 3077 bp and 1250 bp, respectively. Each DNA fragment was subcloned into the pDONR 221 vector and then transferred into pGWB533 to generate promoter:GUS constructs, using the Gateway Cloning Kits (Invitrogen, USA)(Nakagawa et al., 2009).

We also produced 35S:RFP:CDS, pDEST-BTM116:CDS and pDEST-GAD424:CDS constructs to analyze the intracellular location and protein interactions of ATHB25 and REM7. The CDSs were also amplified and cloned, for overexpression of the RFP fusion protein, into pGWB555 (Nakagawa et al., 2009), and for protein interactions in a yeast two-hybrid assay into bait and prey vectors, pDEST-BTM116 and pDEST-GAD424 (Mitsuda et al., 2010), respectively.

To produce the ATHB25-ox and REM7-ox plants (in this supplemental text we represent the status of over expression of the gene with “-ox” after the gene name), we also cloned the coding regions of ATHB25 and REM7 into the pGWB502 vector using Gateway Cloning (Nakagawa et al., 2009). We produced more than 10 lines of

ATHB25-ox and REM7-ox plants and confirmed gene overexpression by RT-PCR. We crossed some of ATHB25-ox and REM7-ox lines (Figure 6).

### **Phenotypic measurement**

Number of SSOs and lateral roots was counted under the microscope (Figure S5A and D). SSO width, root length, and leaf area were calculated from the photographic images by using an Image J software (<https://imagej.nih.gov/ij/>) (Figure S5B, C, and E).

### **Chlorophyll measurement**

Roots (50–100 mg fresh weight) crushed in liquid nitrogen were homogenized in 500 µl of 80% (v/v) acetone. After recovering the supernatant by centrifugation at 12,000 x g for 5 min, a second extraction was performed on the precipitated debris with 500 µl of 80% (v/v) acetone. After mixing the supernatants from the first and the second extraction, which resulted in 1 ml of 80% (v/v) acetone extracts, the absorbance at 720, 663, 647 and 470 nm was measured with an Ultrospec 3100 pro Spectrophotometer (GE Healthcare Life Sciences, Pittsburgh, USA, <https://www.gelifesciences.com>). The chlorophyll concentration of the samples was calculated as below (Lichtenthaler, 1987).

$$Chl\ a = 12.25 * Absorbance_{663\ nm} - 2.79 * Absorbance_{647\ nm}$$

$$Chl\ b = 21.5 * Absorbance_{647\ nm} - 5.10 * Absorbance_{663\ nm}$$

### **Photosynthetic analysis**

The third or fourth true leaves or roots from 21-day-old transgenic plants were dark-incubated on MS agar plates for 15 min. Effective quantum yields of photosystem II in plant tissues under varying intensities of actinic light were monitored with the IMAGING-PAM fluorometer (MAXI version) and IMAGING-WIN software (WALZ, Effeltrich, Germany, <http://www.walz.com/>). Measurement parameters for the fluorometer were as follows: measuring light intensity = 1, measuring light frequency = 2, damping = 1, gain = 1, saturation pulse intensity = 10, actinic light duration = 3 min.

### **Microscopic analysis**

For observation of embryos, ovules were smashed in water and the embryos were collected with a small incubation basket ( $\phi 100\ \mu\text{m}$ ) (INTAVIS Bioanalytical Instruments AG, Cologne, Germany, [www.intavis.com](http://www.intavis.com)). The embryos were treated with a clearing solution of chloral hydrate, water, and glycerol (8:3:1, vol:vol). The developing embryos were observed under a differential interference contrast (DIC) microscope. For histology, sectioning was performed as described previously (Hirakawa et al., 2008). Samples for SSOs and corresponding regions were fixed in an FAA solution (ethanol: water: acetic acid: formalin = 50:40:5:5), dehydrated in a graded series of ethanol and embedded in Technovit 7100 resin (Heraeus Kulzer GmbH, Wehrheim, Germany, [www.heraeus-kulzer.com](http://www.heraeus-kulzer.com)) according to the manufacturer's instructions. Sections (1–2  $\mu\text{m}$ ) were cut with a microtome RM2165 (Leica Biosystems, Wetzlar, Germany, [www.leicabiosystems.com](http://www.leicabiosystems.com)) and stained with 0.02% toluidine blue-O solution. For visualization of the xylem and phloem cells, the sections were stained with 0.02% safranin-O and 0.005% aniline blue solution (Thermo Fisher Scientific) and observed under a light microscope with a U-MWU2 mirror unit (Olympus, Tokyo, Japan, <http://www.olympus-lifescience.com>). For observation of *CUC* and *WUS* gene, the roots of the 1-week-old F1 seedlings of ATHB25/REM7-ind plants with *pCUC2:VENUS* and *pWUS:deRED* plants (Heisler et al., 2005; Reddy and Meyerowitz, 2005) generated by an artificial crossing were treated with/without 5  $\mu\text{M}$  estradiol and were observed under a Zeiss LSM700 confocal microscope with a 5 $\times$  objective or a 20 $\times$  objective lens (ZEISS, Oberkochen, Germany, <http://www.zeiss.com/>). To detect the signals of VENUS and dsRED, 488 and 545 nm laser lines were used for excitation in conjunction with a 500-530 and 545-605 nm band-pass filters, respectively. For a rapid optical clearing for the fluorescence microscopy of *pCUC2:VENUS* and *pWUS:deRED* plants, ClearSee solutions were used according to the manufacturer's manual (FUJIFILM, Osaka Japan, <https://www.fujifilm.com/>) after the fixation with 4% formaldehyde solution.

## Photography

The photographs of whole plants and SSOs were taken with a GR Digital III camera (RICOH, Tokyo, Japan, <http://www.ricoh.com/>). ZEISS Stemi 2000-C microscope with an Olympus DP20 (Olympus), ZEISS Axiovert 200M system, and Nikon ECLIPSE TS2 (Nikon, Tokyo, Japan, <http://www.nikon.com>) were used for stereoscopic

microscopy images. An Olympus IX83 microscope system (Olympus) was used for histochemical images. The fluorescent microscopy images of a cross-section of an SSO were taken using an Olympus IX83 microscope system, a Zeiss LSM700 system, and a Keyence Biozero BZ-8000 microscope (Keyence, Osaka, Japan, <http://www.keyence.com>) with a Nikon PlanFluor ELWD lens (Nikon) (Figure 3K).

### **Glucuronidase analysis**

Embryos were isolated using the incubation basket described in the Microscopic analysis section in the main text. Intact plants, trimmed organs, and embryos were incubated with 80% cold acetone for 15 min and then rinsed with GUS buffer containing 50 mM phosphate buffer pH7.2, 0.5 mM K<sub>3</sub>[Fe(CN)<sub>6</sub>] and 0.5 mM K<sub>4</sub>[Fe(CN)<sub>6</sub>]. The samples were incubated at 37°C for 1 h with the GUS buffer containing 1 mM 5-bromo-4-chloro-3-indolyl-β-D-glucuronide cyclohexylammonium salt (X-Gluc) and then rinsed with 70% EtOH. A clearing solution of chloral hydrate described in the ‘Microscopic analysis’ section was used for the observation of the GUS staining.

### **RNA isolation**

Seedlings germinated on agar plates without estradiol for one week were then grown on estradiol-containing plates for another week. The roots of the seedlings were harvested. Total RNA was isolated with an RNeasy Plant Mini Kit and treated with an RNase-Free DNase Set according to the manufacturer’s manual (QIAGEN).

### **Real-time quantitative reverse transcription PCR (RT-qPCR)**

How the deposited data were processed for this re-analysis (not part of the article)

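Roots of control, ISH1, ISH2 and ATHB25/REM7-ind plants, with and without estradiol, were measured on 24 one-colour Agilent arrays, 3 per group. The sample labels name the lines with a single inducible gene ISH1 and ISH2 and do not say which gene each carries, so no line was renamed. The labels give 5 µM estradiol and an age of 15 days with transfer after 8 days, and the paper's methods give 1 to 10 µM and 7 days before and 7 days after transfer. For 2 control arrays, replicate 2 without and replicate 3 with estradiol, a description field contradicts the title, the source name and the genotype field; the latter 3 were followed.

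Per the file headers, the deposited intensity values were made with Agilent Feature Extraction 10.7.3.1 and are the processed signal of each probe, corrected for background by the scanner software and not normalized between arrays. The authors also deposited log2 values, shifted so that the 75th percentile of each array lies at 0 and with the median of each probe over the arrays subtracted. The methods name GeneSpring GX 12 and R 3.2.1 for normalization and analysis. Across probes, the deposited log2 values had a Pearson correlation of 0.99992 to 0.999995 per array with values computed here from the intensity by these 2 steps.

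The intensity values were read with data.table 1.17.8 in R 4.3.3. Control spots and 346 spots that the scanner software marked as uneven, as outliers among the spots of a probe or by hand were left out, which left 238 probe values missing; 0 values were saturated. Spots of a probe were averaged, log2 was taken, and the 75th percentile of each array, between 4577 and 6427 before log2, was subtracted. Of 43603 probes, 34348 were matched to a locus through their accession, and the others kept their own name. For tests across genes, 36572 probes with signal well above background on all 3 arrays of at least 1 of the 8 groups were kept, and the probe with the highest mean over all arrays stood for its gene, which gave 27815 genes, 22280 of them matched to a locus and 5535 under the name that the array gives their probe. For counts of genes changed at least 10-fold, a gene was counted when any of its probes reached the difference. Where a group was not well above background on any array, its fold is given as a bound, with the dimmer group at the higher of its own value and the lowest signal that was well above background on each array. That lowest signal was taken over all probes, so the bound is approximate for a given probe.

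Differences were tested with limma 3.58.1, all 24 arrays in 8 groups, without a block, and an adjusted p below 0.05 by the Benjamini-Hochberg method was called. The same model tested differences between lines in the response to estradiol, and the response of ATHB25/REM7-ind plants against the sum of those of the single lines, relative to the control plants. All tests were two-sided. Gene lists were tested with camera at a preset correlation of 0.01 and with fry. The values of fry depend on the basis of the residuals, which otherwise changed with the number of threads, so a fixed basis was used (the contrast first, then contrasts between replicates within groups). On simulated data with 200 changed genes among 34290, 96% of the changed genes were called, 90% of those changed 2-fold, and 8 other genes were called. With 3 arrays per group, their number limits the precision, and a comparison of 3 against 3 arrays by permutation cannot give a p below 0.1.

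The main setting, the alternatives, the comparisons, the rule for naming genes and the gene lists were chosen before the data were examined, apart from the choices named next. Normexp background correction on the median signal with an offset of 50 was chosen after seeing the data, because the planned one needs a mean signal that the files do not hold. The fixed basis used for fry was set once results existed. The genes named are those of the paper's text and of Figure S9B, a list of genes related to ATHB25 and REM7, the 5 genes with the largest rise and the 5 with the largest fall in ATHB25/REM7-ind plants, the 3 and 3 in each other line, and at most 3 members of a gene list. Not all of them are named here. The lists of photosynthesis, chlorophyll synthesis, root hair, type-A response regulator, floral and low-oxygen genes were written by hand from general knowledge. The floral list was written after AG had been seen in Data S1 and the low-oxygen list after Table S4 had been read.

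The alternatives were quantile normalization, a pseudocount of 16, a floor at the lowest signal well above background, the authors' log2 values, no filter on dim probes or only probes well above background on all 24 arrays, a single probe per gene, 10-fold with an adjusted p, the response relative to the control plants, fits with the arrays of a comparison alone, the slide or the replicate number as a block, a variance trend with a robust fit, calls with at least 2-fold change, and the omission of each array and of the 2 control arrays with contradictory labels. The enrichment of processes, the expression maps made from other data, and the reporter and RT-PCR measurements were not repeated, since the files do not hold what they need.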

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

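The tests of a ceiling of the REM7 probes and of a wrong treatment label in ATHB25/REM7-ind plants were chosen only after the result was seen, as were the random lists, the genes called in the ISH2 plants alone, the genes called in opposite directions, the reading of array position from the plants without estradiol in the differences in response, the slide as a random block in the control plants, the count of photosynthesis genes well above background and, where no limit is said to have been set beforehand, the limits by which the tests are read.

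The response to estradiol differed from that of the control plants by limma for 14489 genes in ATHB25/REM7-ind plants, 13413 in the ISH1 plants and 5907 in the ISH2 plants. These are differences between lines under the same treatment. Swapping a line with the control plants within slides gave as many genes in 5 of 32 swaps for ATHB25/REM7-ind, 7 of 32 for ISH1 and 8 of 32 for ISH2, the real arrangement included, so these swaps do not exclude chance. The highest counts were 16401, 14774 and 9213. In every swap that gave as many genes, the slides with estradiol were either all swapped or all left as they were, and a swap of all of them keeps the difference between the lines with estradiol in the contrast. A shift common to the arrays of a slide cancels in these differences by the design, since each slide held all 4 lines; with the slide as a fixed block, 15075, 14040 and 6403 genes differed. Each line held the same array position on all 6 slides, so a constant effect of position cancels in the response, and without estradiol, at the same positions, 2677, 213 and 181 genes differed from the control plants, so position is excluded as the whole cause. The inducible genes of the lines remain an untested biological explanation.

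For 11659 genes, the response of ATHB25/REM7-ind plants differed from the sum of the responses of the single lines. Of 100 arrangements of the 4 lines within slides, 3 gave as many genes, the real one included, and the highest other count was 14558. These arrangements exchange all 4 lines, so they ask whether the lines differ at all and not whether their responses add. They therefore do not decide whether chance explains this contrast. A candidate explanation is that estradiol did not raise REM7 in ATHB25/REM7-ind plants. Over the 2095 genes changed at least 2-fold in the ISH2 plants, where the REM7 probes rise, the median response of ATHB25/REM7-ind plants in the direction of the ISH2 plants was 0.391 of the median response of the ISH2 plants, which is below the limit of 0.5 set beforehand for this explanation. Over the 435 of these genes not called the same way in the ISH1 plants the ratio was −0.561. Across all genes, the correlation of the response with the sum of the single lines was 0.511. In ATHB25/REM7-ind and ISH1 plants, 2399 genes were called in opposite directions, beside 10666 called in the same direction. This does not exclude the missing rise of REM7 as the whole cause. Before induction REM7 was 73.6-fold above the control plants in ATHB25/REM7-ind plants and 1.02-fold in the ISH1 plants, so the responses need not be alike. The missing rise of REM7 stays open, as do a joint action of both genes and the levels of both before induction.

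The response of REM7 was larger by 6.01 on the log2 scale in the ISH2 plants than in ATHB25/REM7-ind plants (adjusted p = 7.85e-08 from limma), since in the latter its probes were at the same level with and without estradiol. A ceiling of the probes is excluded: their highest value in the ISH2 plants lay above the highest in ATHB25/REM7-ind plants by 1.45 for a REM7 probe and 1.67 for the other, and 0 of their spots were saturated. Arrays with the wrong treatment label are excluded, as ATHB25 rose by 4.89 on the same arrays. Without estradiol, REM7 in ATHB25/REM7-ind plants was already 73.6-fold above the control plants (adjusted p = 4.61e-08 from limma). Its transcript was thus raised before induction. Whether it came from the transgene or from the plant's own gene was not tested, so transcription from the transgene stays open as the source. Over the genes changed at least 2-fold in the ISH2 plants, ATHB25/REM7-ind plants without estradiol were shifted from the control plants by a median of 0.0697 in the direction of the ISH2 response, with 58.8% of genes in that direction. Random lists of the same size (1000 draws) gave −0.01 to 0.01, but the median in the ISH2 plants themselves was 1.55, and over the 435 genes of the ISH2 plants alone the shift was −0.02. A shift this small does not decide, by a judgement made with the values at hand, and it bears on other genes rather than on the REM7 transcript.

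The response of CUC3 was larger by 3.13 on the log2 scale in ATHB25/REM7-ind plants than in the ISH1 plants (adjusted p = 7.44e-10 from limma), with a rise in the former and a fall in the latter. CUC3 was well above background on all 3 arrays of each of these groups. The rise was called under quantile normalization (1.61) and under normexp background correction (1.38), while the fall in the ISH1 plants was called under quantile normalization (−1.70) but not under normexp background correction (−0.37). The size of the fall may therefore depend on the treatment of dim signals. A constant effect of array position cancels in this difference, and the inducible genes remain an untested biological explanation.

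Over the photosynthesis genes, the median difference in response between ATHB25/REM7-ind and ISH2 plants was 3.94 on the log2 scale, with a rise in the former and a fall in the latter (adjusted p = 9.11e-38 from camera). The difference between the medians of the 2 lines was 3.87, and after quantile normalization it was 3.86, so the scaling between arrays is excluded as the cause. Dim probes are excluded, as all 46 members were well above background on all 24 arrays. Each of these rests on 3 arrays per group. The adjusted p of this difference was 9.86e-14 under fry and 0.0577 when camera estimated the correlation between genes, where it was not called. The inducible genes stay an untested biological explanation.

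In the control plants, 4169 genes were called by limma between the arrays with and without estradiol, a comparison that the paper does not report. At an unadjusted p below 0.05 there were 7925 genes, against 1391 expected by chance, and 217 genes changed at least 2-fold. Of 10 splits of the 6 arrays, 1 gave as many genes, the real one, and the highest other count was 2; 10 splits cannot exclude chance whatever their counts. Of the genes called, 91.2% moved the same way in the ISH2 plants, 69.9% in the ISH1 plants and 64.1% in ATHB25/REM7-ind plants. With the slide as a random block, 4235 genes were called, which does not decide whether variation among slides of the same treatment plays a part, since each slide held 1 control array and the spread between replicates holds that variation already. A difference common to all 3 slides of a treatment and an effect of estradiol itself both predict such a common shift and cannot be told apart, because each slide held a single treatment.

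Without estradiol, 2677 genes differed between ATHB25/REM7-ind and control plants by limma, 184 of them at least 2-fold, a comparison that the paper does not report. In the ISH1 plants 213 and in the ISH2 plants 181 genes differed. Of 10 splits of the 6 arrays, 1 gave as many, the real one, and the highest other count was 0; 10 splits cannot exclude chance whatever their counts. Array position on the slide as the whole cause is excluded by the limit of 0.3 set beforehand, since across these genes the difference had a correlation of 0.342 with the response to estradiol in the ISH1 plants, which shares no array with it. This correlation was 0.319 without ATHB25, Spearman's was 0.472, 72.0% of the genes had the same direction, and for all genes tested it was 0.12. These genes are not independent replicates. Transcription from the transgenes without estradiol may explain part of the difference, as ATHB25 and REM7 were above the control plants on these arrays, and the genetic background of the line was not tested.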

How the results depend on the processing

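The normexp background correction on the median signal was chosen only after the result was seen, and the fixed basis used for fry was set once results existed. All other alternatives were planned, and the planned normexp correction on the mean signal was not run because the files do not hold it. Where a result changed, the cause was not tested unless it follows from how the alternative is built.

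Among alternatives that keep all arrays of a comparison, 210 gene counts stayed within 1.5 times the main count and 55 did not. Of the changes of named genes, 4389 stayed on their side of the threshold (96 of them, not called either way, changed sign), 141 were no longer called, 37 became called and 5 reversed. Of the list tests, 226 stayed on their side (8, not called, changed direction), 12 were no longer called and 26 became called. When single arrays were left out, 176 counts, 2194 changes of named genes and 129 list tests stayed on their side (105 and 6, not called, changed sign), whereas 16 counts moved, 132 changes of named genes and 3 list tests were no longer called, and 26 and 12 became called. In these fits, a group left with 2 arrays is assumed to vary like the other groups. The shares of variance of the first and second principal component stayed within 1.5 times, the first at 54.2% without z-scores, just inside that limit, whereas the third fell from 13.1% to 8.52% without z-scores; the cause was not tested. The principal components and the correlations with Data S1 were not recomputed without single arrays.

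Normexp background correction moved the median log2 fold change of all genes to 0.11 in the ISH1 and 0.12 in the control plants; under the other scalings it stayed under 0.1. It gave 253 up-regulated and 60 down-regulated genes at least 10-fold in ATHB25/REM7-ind, 365 and 2 in the ISH1 and 60 and 6 in the ISH2 plants, 0 down-regulated in the control plants, and 151 and 59 specific to ATHB25/REM7-ind plants. By limma it gave 6085 lower genes in the ISH1 plants, 4742 higher and 3872 lower in the ISH2 plants and 1028 and 859 in the control plants. The response differed from the control plants for 9090 genes in ATHB25/REM7-ind, 7558 in the ISH1 and 2936 in the ISH2 plants, and from the sum of the single lines for 6915. ATHB22 (0.10), ATHB21 (0.0334) and ATHB31 (0.30) in the ISH1 plants and AT3G53310 (0.0777) in the control plants reversed and were not called. Quantile normalization reversed LEC1 in ATHB25/REM7-ind plants (−0.0560, not called) and gave 1 up-regulated gene at least 10-fold in the control plants.

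With only probes well above background on all 24 arrays, which leaves fewer genes, 249 and 83 genes were up- and down-regulated at least 10-fold in ATHB25/REM7-ind, 321 and 6 in the ISH1 and 66 and 17 in the ISH2 plants, 0 down-regulated in the control plants, and 136 and 78 specific to ATHB25/REM7-ind plants. A pseudocount of 16, which shrinks folds of dim probes by construction, gave 417 and 93 in ATHB25/REM7-ind plants, 10 down-regulated in the ISH1 plants, 90 and 17 in the ISH2 plants, 0 down-regulated in the control plants, and 239 and 87 specific to ATHB25/REM7-ind plants. The floor gave 13 down-regulated genes in the ISH1 plants, no filter on dim probes gave 2 up-regulated genes in the control plants, and the response relative to the control plants gave 21 down-regulated genes in the ISH2 plants. Signal over background thus limits the 10-fold counts.

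With an adjusted p and at least 2-fold change, limma called 3338 genes higher and 2052 lower in ATHB25/REM7-ind, 2602 and 1341 in the ISH1, 979 and 1117 in the ISH2 and 116 and 101 in the control plants. The response differed from the control plants for 5049, 3316 and 1371 genes in ATHB25/REM7-ind, ISH1 and ISH2 plants and from the sum for 5060, fewer by construction. Without the 2 control arrays with contradictory labels, the control plants had 6 up- and 5 down-regulated genes at least 10-fold, and limma called 803 higher and 858 lower.

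Replicate numbers do not pair the samples: after removal of group means, arrays of other lines and slides with the same number had a mean correlation of 0.029. With the replicate number as a replicate block, limma called 8932 genes higher and 9337 lower in ATHB25/REM7-ind, 7449 and 10322 in the ISH1, 7813 and 6224 in the ISH2 and 2140 and 2368 in the control plants, 14840, 13688 and 6160 genes differed from the control plants and 11983 from the sum. With the slide as a random block (correlation 0.0928) the counts were 8810 and 9199, 7338 and 10154, 7637 and 6094, and 2023 and 2212. All of these stayed within 1.5 times.

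When single arrays were left out, the ISH1 plants had between 18 and 77 genes down-regulated at least 10-fold, the lowest without ISH1 replicate 1 and the highest without ISH1 replicate 3, both without estradiol. The control plants had 1 to 7 up-regulated and 1 to 5 down-regulated genes at least 10-fold, and limma called between 1203 and 1492 higher and between 1315 and 1623 lower in them, the lowest without replicate 2 with estradiol.

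The calls on gene lists depended on the test. With the correlation estimated by camera, the adjusted p was 0.262 for photosynthesis, 0.200 for chlorophyll synthesis and floral and 0.596 for root hair genes in ATHB25/REM7-ind plants, 0.744 for photosynthesis and 0.685 for low-oxygen genes in the ISH1 plants, 0.126 for photosynthesis, 0.125 for chlorophyll synthesis, 0.708 for root hair and 0.574 for type-A response regulator genes in the ISH2 plants, and 0.574 for low-oxygen genes in the control plants, so every call was lost. Fry added calls for low-oxygen genes in ATHB25/REM7-ind plants (0.00410), for chlorophyll synthesis (1.25e-05), floral (2.40e-08) and type-A response regulator genes (2.15e-09) in the ISH1 plants, for floral genes in the ISH2 plants (0.0390) and for type-A response regulator genes in the control plants (0.0474).

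Several lists lay near the threshold with the main setting. In the ISH1 plants the root hair list had an adjusted p of 0.0508, and was called without the 2 control arrays (0.0415), with the floor (0.0486), without the filter (0.0172) and on all 24 arrays (0.0411). The floral list (0.0648) and the type-A response regulator list (0.0572) in the ISH1 plants were called without the filter (0.0332 and 0.0491), with the authors' values (0.0337 and 0.0493) and under normexp (0.0357 and 0.00326), which also called chlorophyll synthesis genes in the ISH1 plants (0.00890). Photosynthesis genes in the ISH1 plants were not called with the authors' values (0.0593). In the control plants chlorophyll synthesis genes (0.0508) were called without the 2 control arrays (0.0415), with the floor (0.0486), without the filter (0.0308), on all 24 arrays (0.0468), under quantile normalization (0.0217), with the authors' values (0.0337) and under normexp (0.00284), and type-A response regulators (0.0805) without the 2 control arrays (0.0274) and under normexp (0.00890).

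Without single arrays, the adjusted p ranged from 0.00260 to 0.112 for photosynthesis in the ISH1 and from 0.0177 to 0.752 in the control plants. It ranged for root hair genes from 0.00351 to 0.149 in the ISH1, from 0.00890 to 0.0727 in the ISH2 and from 0.0297 to 0.637 in the control plants. For chlorophyll synthesis in the control plants the range was 0.0286 to 0.135, and for type-A response regulators 0.0391 to 0.0637 in the ISH1 and 0.0303 to 0.207 in the control plants.

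The Pearson correlation across genes between the folds of Data S1 and the arrays moved in 27 of 60 comparisons and kept its sign. For the ATHB25/REM7-ind sheet against ATHB25/REM7-ind plants it was 0.886 under normexp, 0.962 with the pseudocount and 0.973 with the floor, against the ISH2 plants 0.319 under normexp and 0.377 with the floor, and against the control plants 0.595 under normexp. For the ATHB25-ind sheet it was 0.516, 0.601 and 0.618 against ATHB25/REM7-ind plants under normexp, the pseudocount and the floor, 0.833, 0.944 and 0.961 against the ISH1 plants, with 0.994 under quantile normalization, 0.356, 0.400 and 0.409 against the ISH2 plants, and 0.195 against the control plants under normexp. For the REM7-ind sheet it was 0.448, 0.526 and 0.541 against ATHB25/REM7-ind plants, 0.739, 0.789 and 0.805 against the ISH1 plants, 0.883, 0.965 and 0.973 against the ISH2 plants, and 0.655 against the control plants under normexp.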

Differences from the paper's values

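No value stated in the paper's text for ATHB25/REM7-ind plants differed by more than 1.5 times from the one computed with the main setting. The paper's value for genes up-regulated at least 10-fold is 663, against 739 here, and its value for down-regulated genes is 137, against 195. For genes specific to these plants the paper's values are 371 and 125, against 426 and 183. Its shares of about 70% and more than 90% stand against 57.6% and 93.8%. The paper's own counts of 371 among 663 up-regulated genes give a share nearer to 57.6% than to 70%. The gap in this share is therefore also one between the paper's counts and its stated share. The labels do not say which single line is which, but the published folds link the sheets to the arrays. The ATHB25-ind sheet of Data S1 lay within 10% of the ISH1 plants for 515 of 516 genes. The REM7-ind sheet lay within 10% of the ISH2 plants for 142 of 142 genes. By this link, the paper's 612 up-regulated genes in ATHB25-ind plants stand against 676 in the ISH1 plants. Its 138 in REM7-ind plants stand against 146 in the ISH2 plants.

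With some alternatives the same counts did differ by more than 1.5 times. For up-regulated genes these were the pseudocount of 16 (417, of which 239 specific) and only probes well above background on all 24 arrays (249, of which 136 specific). For down-regulated genes they were quantile normalization (226 and 208), only probes well above background on all 24 arrays (83 and 78), and leaving out replicate 3 without estradiol (214 and 202), replicate 3 with estradiol (211 and 199) or replicate 2 with estradiol (221 and 209) of the ATHB25/REM7-ind arrays. Normexp background correction, chosen after seeing the data, also gave such differences, with 253 up-regulated genes, of which 151 specific, and 60 down-regulated genes, of which 59 specific. So did the requirement of a probe well above background on all 6 arrays, with 357 and 86.

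The paper reports by RT-qPCR that ATHB25 and REM7 were expressed in its inducible plants, with values from a typical line (Figure S2D). On these arrays estradiol did not raise REM7 in ATHB25/REM7-ind plants. Its log2 fold change lay between 0.038 and 0.21 under the alternatives that keep all arrays of these plants, and was called under none. Whether the typical line is the one on the arrays is not stated. The paper lists FIE among the genes up-regulated in ATHB25/REM7-ind plants. Here its log2 fold change was 0.09 (adjusted p = 0.247 from limma), with all 3 arrays with estradiol above all 3 without it, and it was called in these plants under no setting that was run. The paper lists PLT1 among the genes down-regulated in these plants. Here its log2 fold change was −0.16 (adjusted p = 0.132), and it was called lower after quantile normalization (−0.25, adjusted p = 0.0273) and without replicate 3 of the arrays with estradiol (−0.28, adjusted p = 0.0108), over a range of adjusted p from 0.0273 to 0.768 among the alternatives that keep all ATHB25/REM7-ind arrays. The paper's discussion states that CUC2 is induced, citing reporter plants (Figure 5). On these arrays of roots its log2 fold change in ATHB25/REM7-ind plants was −0.03 (adjusted p = 0.918), and it was called under no alternative that keeps all arrays of these plants, with adjusted p values from 0.0832 to 0.991. The reporter shows promoter activity by region of the root, in images taken earlier after estradiol than these samples. The arrays measure RNA of whole roots, so they do not measure the same thing.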

Other observations

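All tests of the bright ISH1 array, of the control arrays with contradictory labels and of the low-oxygen genes were chosen only after the result was seen; the splits of the arrays were planned.

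On the ISH1 array without estradiol of replicate 1, 90.9% of the probes were well above background, more than on any other array. The rise lies in dim probes: over 7026 probes that were well above background on neither of the other 2 replicates the median difference from them was 2.93 on the log2 scale, and over 21799 probes that were well above background on both of them and at or above the median in their mean it was 0.0144, which the scaling to the 75th percentile holds near 0. A raised signal of dim probes on that array is a candidate explanation: before scaling, the median of the negative control spots lay above the median background by 42.5, against 9 to 27.5 on the other 23 arrays. RNA of estradiol-treated ISH1 roots in the sample is excluded as the cause of the rise, as 5464 of the dim probes were not well above background on any ISH1 array with estradiol and rose by a median of 2.98. A small amount of such RNA stays open: the difference had a correlation with the response to estradiol of −0.00327 across the dim probes but of 0.145 across the brighter ones, which was 0.0624 and 0.0797 when the 2 terms did not share an array. Damage to a part of the array is excluded, since the median rise was between 2.76 and 3.14 in all 16 blocks of the array. No biological explanation was tested.

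For 2 control arrays the label fields contradict each other. Of these arrays, 0 lay closer to the control arrays of the other treatment than to those of their own: the distance was 0.355 to the own and 0.431 to the other group for replicate 2 without estradiol, and 0.338 and 0.406 for replicate 3 with estradiol. These distances give no sign of a swapped treatment label. They do not exclude a swap, because each slide held a single treatment. A mislabelled array would still share any shift common to the slides of its labelled treatment.

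The 26 low-oxygen genes were tested because processes related to hypoxia stand in Table S4. A rise of the list as a whole by induction of the single lines is excluded for the ISH1 plants, where the median log2 fold change was −0.53, with 4 members called higher and 17 lower and 0 up-regulated at least 10-fold. It stays open for the ISH2 plants, where the median was 0.26, with 12 members called higher and 4 lower, and the list was not called (adjusted p = 0.166). In the control plants 10 members were called lower and 0 higher. The list was written by hand and need not match the authors' annotation.

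Splits of the 6 arrays of a line into 3 and 3 gave as many genes by limma as the real split in 1 of 10 splits, the real one, for ATHB25/REM7-ind, ISH1 and ISH2 plants each. The highest other counts were 1, 12 and 1. With 10 splits the share cannot go below 0.1, so chance cannot be excluded by this count.

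Without estradiol, ATHB25 was at least 15.6-fold higher in the ISH1 plants than in the control plants (adjusted p = 1.33e-06 from limma) and at least 2.31-fold higher in the ISH2 plants (adjusted p = 0.0371). REM7 was at the level of the control plants in the ISH1 plants (log2 difference 0.03, adjusted p = 0.989) and higher by 1.67 in the ISH2 plants, which limma did not call (adjusted p = 0.0805).

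Of 12 genes related to ATHB25 or REM7, 11 were tested. In ATHB25/REM7-ind plants 4 were called higher and 5 lower with estradiol, in the ISH1 plants 2 and 7, in the ISH2 plants 1 and 3, and in the control plants 1 and 1. ATHB22 (AT4G24660) rose by 2.84 in ATHB25/REM7-ind plants and ATHB34 (AT3G28920) by 1.54.

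WOX4 (AT1G46480), which the paper follows with a reporter, had a log2 fold change of −0.39 with estradiol in ATHB25/REM7-ind plants that limma did not call (adjusted p = 0.128), and fell by 1.73 in the ISH2 plants (adjusted p = 2.95e-06), by 1.05 in the ISH1 plants (adjusted p = 3.91e-04) and by 0.72 in the control plants (adjusted p = 0.0330). The fall in the control plants was not called under normexp background correction, in a fit of the control arrays alone, without the 2 control arrays with contradictory labels, or without replicate 1 or 3 without or replicate 2 or 3 with estradiol. With the replicate block, the fall of WOX4 in ATHB25/REM7-ind plants was called. CLV3 (AT2G27250) was not called in any line, with −0.66 in ATHB25/REM7-ind plants (adjusted p = 0.238), but was called there after quantile normalization (−1.07). The probes of FUL (AT5G60910) went opposite ways in ATHB25/REM7-ind plants (0.43 and −1.79), as did those of DRIP1 (AT1G06770) in the ISH2 plants (0.21 and −0.23).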
